# The induction of oocyte maturation and ovulation in the European eel (*Anguilla anguilla*): *in vitro* and *in vivo* comparison of progesterone with 17α,20β-dihydroxy-4-pregnen-3-one

**DOI:** 10.3389/fphys.2023.1207542

**Published:** 2023-08-08

**Authors:** Pauline Jéhannet, Arjan P. Palstra, Miriam Meijerhof, Henk Schipper, Ignacio Nebot Giménez, Ron P. Dirks, William Swinkels, Leon T. N. Heinsbroek, Hans Komen

**Keywords:** aquaculture, eel reproduction, spawning induction, maturation-inducing hormone, RNA-seq

## Abstract

Ovulation in European eel is induced by injection of 17α,20β-dihydroxy-4-pregnen-3-one (DHP) as the maturation-inducing hormone (MIH). Female eels need to ovulate within 18 h after injection to release good quality eggs. Progesterone (P), as an upstream precursor of DHP, may promote endogenous DHP production and improve egg quality. The purpose of this study was therefore to compare treatment of P with DHP on batch level, *in vitro*, to determine dose-response effects, and *in vivo*, at a single dose. For the *in vitro* experiment, ovarian tissue was extracted and placed in culture plates containing hormone-free medium and media supplemented with the treatment: DHP at 1, 10 and 100 ng mL^−1^, or P at 10, 100 and 1,000 ng mL^−1^. At the start of incubation, the folliculated oocytes were sampled for histology, microscopy and qPCR. After incubation for 12 and 18 h, the oocytes were sampled for microscopy and qPCR analysis. For the *in vivo* experiment, females were either injected with DHP or P at a dose of 2 mg kg^−1^ to assess their effects on ovulation and reproductive success. At the moment of release, eggs were sampled for RNA sequencing to compare effects of DHP and P on the expression of genes involved in egg quality aspects. Remaining eggs were fertilized and larval viability was recorded. Both DHP and P were able to induce GVBD (DHP at 10 and 100 ng mL^−1^, P at 100 and 1,000 ng mL^−1^) *in vitro*. Expression of genes involved in oocyte maturation and ovulation was similar *in vitro* for both DHP and P treatments. Regarding the *in vivo* results, RNAseq results reflected similar DHP and P effects on the expression of genes involved in egg quality aspects. Females injected with either DHP or P ovulated, released eggs, and were equally able to produce larvae without any differences in reproductive success. Our results support the conclusion that DHP and P work equally well *in vitro* and *in vivo*. P is more attractive to apply as the price is 3,000 times lower than the price of DHP.

## 1 Introduction

After completing vitellogenesis, the fish oocyte enters the maturation phase which occurs before ovulation and is a prerequisite for successful fertilization. Meiotic maturation (reviewed by Nagahama and Yamashita, 2008) is characterized, among others, by the migration of the germinal vesicle (GV) from the center of the oocyte towards its surface where the nuclear envelope disintegrates (i.e., Germinal Vesicle Breakdown—GVBD). Following maturation, the oocyte escapes from its follicle (i.e., ovulation, reviewed by Takahashi et al., 2019) to be fertilized. Investigations on the mechanisms of oocyte maturation (for review see Nagahama and Yamashita, 2008) and ovulation (for review see Takahashi et al., 2019) have demonstrated that circulatory luteinizing hormone (Lh) levels rise and that Lh binds to its ovarian receptors (Lhcgr) and/or the follicle-stimulating hormone receptor (Fshr) to induce the production of the maturation-inducing hormone (MIH). Once synthetized in the follicular layers, MIH activates the formation and activation in the ooplasm of the maturation-promoting factor (MPF) that induces GVBD (Nagahama and Yamashita, 2008). Following oocyte maturation, MIH binds to its nuclear progestin receptors (Pgrs) (Todo et al., 2000; Hanna et al., 2010) in the granulosa cells to act as a ligand-activated transcription factor (for review see Takahashi et al., 2019). MIH-activated Pgr activates various downstream factors and signaling pathways that are essential for ovulation (Hagiwara et al., 2014; Liu et al., 2017; Takahashi et al., 2019). Among others, Pgr regulates downstream effectors like proteases that are essential for degrading and remodeling the extracellular matrix to allow the release of the mature oocyte (Liu et al., 2017). In fish, MIH also stimulates the production of prostaglandins (PGs) that act through various receptors to trigger the release of the oocyte from its follicles (reviewed by Takahashi et al., 2018). In medaka *Oryzias latipes*, one of the prostaglandin receptors, Ptger4b, seems important for ovulation since its transcript increases drastically before ovulation (Fujimori et al., 2011; Fujimori et al., 2012; Hagiwara et al., 2014).

For inducing sexual maturation, female European eels are weekly injected with pituitary extracts (PE) from carp or salmon to induce oocyte growth. With this protocol, females complete vitellogenesis but often fail to undergo oocyte maturation and ovulation. Therefore, eels are injected with an additional dose of PE followed by 17α,20β-dihydroxy-4-pregnen-3-one (DHP) to induce oocyte maturation and ovulation (Ohta et al., 1996; Adachi et al., 2003; Palstra et al., 2005; Di Biase et al., 2017; Politis et al., 2021). Females injected with DHP must ovulate within 18 h as fertility and hatching rates decreased rapidly after this period in eels (Ohta et al., 1996; Kim et al., 2007; Palstra and van den Thillart, 2009). In the past decades, spawning induction therapies have focused on factors that act higher in the brain-pituitary-gonad axis (bpg axis) to induce the endogenous production of DHP (Mylonas and Zohar, 2007). Progesterone (P, also known as P4), a precursor of DHP in the steroidogenic pathway, has been shown to induce oocyte maturation and ovulation in Japanese eels (Adachi et al., 2003) and other fish species (Zebrafish: Tokumoto et al., 2011; White sturgeon: Webb et al., 2000; Goldeye; Pankhurst, 1985). P is usually considered to indirectly affect oocyte maturation and ovulation due to its conversion into DHP. In salmonids, P, which is formed in the theca cells from pregnenolone, is converted into 17α-hydroxyprogesterone that crosses the basal lamina to be converted into DHP in the granulosa cells (Nagahama, 1997). Assuming a similar mechanism in European eels, P might induce the release of better quality eggs by stimulating the endogenous production of DHP by the eel’s follicles. However, given the capacity of P to effectively induce GVBD at a low dose (10 ng/mL) *in vitro* in *Anguilla japonica* (Adachi et al., 2003), we cannot rule out any direct effect of P on oocyte maturation and ovulation in eels. Therefore, it is possible that upstream precursors in the steroidogenic pathway like P are not converted into DHP but directly affect oocyte maturation.

To our knowledge, the effects of P treatment on oocyte maturation and ovulation have not yet been investigated *in vitro* and *in vivo* in European eels. Therefore, an important question remains to be answered; Is P able to induce oocyte maturation and ovulation *in vitro* and *in vivo* in European eels? P may promote the last steps of oocyte development directly or indirectly by being converted into DHP. To investigate this question, we compared P with DHP and investigated the effects of both treatments on oocyte maturation and ovulation on batch level, *in vitro* and *in vivo*. For that purpose, we developed an *in vitro* culture system of maturing oocytes in the presence of DHP and P to compare their dose-response effects on oocyte maturation and ovulation after 12 and 18 h of incubation. For the *in vivo* study, females were either injected with DHP or P at a dose of 2 mg kg^−1^ and differences in the oocyte transcriptomes were investigated. We hypothesized that P leads to the production of endogenous DHP by the eel’s folliculated oocytes. Alternatively, P may have identical effects as DHP when directly inducing oocyte maturation and ovulation. The consequences of both treatments for egg quality and reproductive success were evaluated.

## 2 Material and methods

### 2.1 Ethics

Both *in vitro* and *in vivo* procedures in European eels were conducted in accordance with the current law of the Netherlands and was approved by the Dutch central committee for animal experimentation (CCD nr. AVD401002017817), the animal experiments committee (DEC) and the animal experimental committee of Wageningen University & Research (IvD nr. 2017. D-0007.004 and 005).

### 2.2 Broodstock conditioning

#### 2.2.1 Males

Both wild and farmed males of 80–120 g were used for the *in vivo* experiment. Wild eels were caught in the Harinxma canal (Netherlands). Farmed eels were obtained from the eel farm Palingkwekerij Koolen B.V (Bergeijk, Netherlands). Both wild and farmed males were transported to the animal experimental facilities (CARUS, Wageningen, Netherlands) and transferred to tanks connected to a recirculating system with artificial seawater (16°C, 36 ppt).

#### 2.2.2 Females

For the *in vitro* trials, feminized eels were used. For the *in vivo* trials, feminized eels and wild females were used to compare the effects of feminization on treatment.

Elvers of 10 g were transferred from the eel farm Palingkwekerij Koolen B.V. (Bergeijk, Netherlands) to the animal experimental facilities of Wageningen University & Research (CARUS, Netherlands). After arrival, they were placed in 400-L tanks kept in freshwater (FW) and 24°C under dimmed light conditions. For inducing feminization, elvers were fed with 17β-estradiol (E2) coated pellets for 6 months (Chai et al., 2010). Following the feminization procedure, females were fed a broodstock diet for an additional 6 months. Premature females of ∼400 g were then selected, transferred to a 3,600-L swim-gutter with seawater (Tropic Marine, 36 ppt) and subjected to simulated migration (slightly adjusted protocol from Mes et al., 2016) for 2 months to initiate sexual maturation. The simulated migration consisted of constant swimming against a flow with a speed of 0.5 m s^−1^, in the dark at daily alternating temperatures between 10°C and 15°C. After the simulated migration, females were anesthetized with 2-phenoxyethanol (2 mL in 10 L water), PIT tagged (TROVAN, Aalten, Netherlands) and transferred to 373-L tanks connected to a recirculating system with artificial seawater (16°C, 36 ppt). Each female was injected in the peritoneal activity with a steroid implant containing 17-methyltestosterone (5 mg) and E2 (2 mg) for 2 months to induce the start of vitellogenesis (Palstra et al., 2022).

Wild silver eels of ∼500g were caught during their seaward migration in the Van Harinxma canal (Friesland, Netherlands). Females were transported to the animal experimental facilities (CARUS, Wageningen, Netherlands). After arrival, females were anesthetized, PIT tagged (TROVAN, Aalten, Netherlands), acclimatized in tanks (16°C, 36 ppt) for 13 weeks and injected with hCG at a dose of 3000 IU.kg^−1^ (Chorulon, MSD, Kenilworth, New Jersey, United Stated). One month later, wild females were injected in the peritoneal cavity with a steroid implant containing E2 (2 mg) for 2 months to induce the start of vitellogenesis (Palstra et al., 2022).

### 2.3 *In vitro* experiment

#### 2.3.1 Artificial maturation

Eleven feminized females were artificially matured according to the previously described routine protocol (Palstra et al., 2005). Feminized females were weekly intramuscular injected with 20 mg kg^−1^ CPE to induce further vitellogenic growth (Catfish, Den Bosch, Netherlands). Starting in week 7, 2 days after each injection, females were weighed to determine the body weight index (BWI: body weight/body weight at the moment of first CPE injection × 100%) and body girth index (BGI: body girth/body length). When BWI > 110% and BGI > 0.24, females were anesthetized and sampled for ovarian tissue by inserting a cannula through the cloaca. Oocyte development was then graded on a scale from 1 to 7 according to Palstra et al. (2005). When oocytes were on average in stage 3 (i.e., transparent oocytes with migrating germinal vesicle), females were given an additional CPE injection at a dose of 20 mg kg^−1^ to booster oocyte maturation. One day later, females were checked again to assess the progression of oocyte maturation. When oocytes developed to stage 4 (i.e., transparent oocytes with germinal vesicle at the periphery), females are commonly injected with DHP at 2 mg kg^−1^ to induce oocyte maturation and ovulation (Ohta et al., 1996; Palstra et al., 2005). Therefore, ovarian tissues (∼5 g) were taken by needle (inner diameter of 2.3 mm) from a standardized location (5 cm anterior from the cloaca) and used for *in vitro* incubation studies.

#### 2.3.2 Chemicals

DHP (Cayman, Michigan, United States) and P (Sigma-Aldrich, Saint Louis, MO, United States) powders were initially dissolved in absolute ethanol. Stock solution of DHP and P were further dissolved in Gibco™ Leibovitz’s L15 medium GlutaMAX supplement (Thermo Fisher Scientific, Waltham, MA, United States) and aliquots were made of the desired concentration. In the aliquots, ethanol concentration was below 0.1%.

#### 2.3.3 *In vitro* dose-response effects of ovarian tissue

Immediately after extraction, ovarian tissues were placed in ice-cold culture medium supplemented with 2.5 g L^−1^ HEPES, 0.1 g L^−1^ streptomycin and 100,000 IU L^-1^ penicillin (Pen Strep, ThermoFisher, Waltham, MA, United States). For one female, twenty oocytes were placed in 4% buffered paraformaldehyde, refrigerated at 5°C overnight and stored in 70% ethanol for later confirmation of the integrity of the oocyte follicles. For each female, 60 oocytes were randomly stocked per well in 21 wells of two 24-well plates. In each plate, oocytes were stocked in 1 mL medium supplemented with the treatment (DHP at 1, 10 and 100 ng mL^−1^ or P at 10, 100 and 1,000 ng mL^−1^) or with hormone free media for the control group, and tested in triplicate. The difference in applied concentrations of DHP and P is based on the higher potency of DHP vs. P to activate the receptor (Todo et al., 2000). One culture plate was incubated for 12 h and one plate was incubated for 18 h at 20°C to mimic the *in vivo* conditions. Just before incubating (at 0 h), the remaining oocytes were sampled for microscopy and gene expression analysis as described in the following two sections. After incubations, oocytes were again sampled for microscopy and gene expression analysis.

#### 2.3.4 Microscopy analysis

For each female, a total number of 20 oocytes that represented stage 2 (i.e., transparent oocyte at the start of GV migration) and further, were used for microscopy analysis according to the oocyte scale developed by Palstra et al. (2005). Oocytes were placed in Serra’s fix (ethanol:formalin:acetic at 6:4:1, diluted ×20 in PBS) for 3 min to stain the GV. When maturing oocytes lacked the GV, GVBD was considered to have occurred. Stained oocytes were photographed for later assessment of the percentage of oocytes that displayed GVBD and measurements of the lipid droplet and oocyte diameter. Lipid droplet diameters were measured according to Unuma et al. (2011) with the open source software ImageJ. On visual assessment, the ten largest lipid droplets were measured and the five maximum values averaged for each oocyte. For determination of the oocyte diameter, the maximum diameter was measured.

#### 2.3.5 Histology

Oocytes were fixed in cold 4% buffered paraformaldehyde, kept refrigerated at 5°C overnight and then preserved in 70% ethanol. Ten oocytes were randomly selected, placed in 0.9% type II low gelling agarose (Sigma Aldrich, Saint Louis, MO, United States), dehydrated via an ethanol/xylene series and embedded in paraffin. Oocytes were then sectioned using a microtome into 5 µm thick sections and stained with Mayer’s hematoxylin & eosin. Oocytes were photographed with a Leica DFC450c color camera attached to a Leica DM6b microscope.

#### 2.3.6 Gene expression analysis

For each female, a total number of 20 oocytes including different stages from stage 3 onwards were selected under the binocular according to the oocyte scale developed by Palstra et al. (2005). Stage 0 (i.e., opaque oocytes), stage 1 (i.e., opaque oocytes with a centered nucleus becoming visible) and stage 2 (i.e., fully transparent oocyte containing numerous oil droplets) were excluded from the gene expression analysis since these oocytes are unlikely to respond to DHP and P. After selection, oocytes were photographed, placed in 1 mL RNAlater (Ambion Inc., Huntingdon, United Kingdom), kept refrigerated at 5°C overnight and then stored at −80°C until RNA extraction.

For RNA extraction, oocytes were homogenized with a tissue lyzer (Qiagen, Tissuelizer II) in 1 mL Trizol (Invitrogen, California, United States). Possible contaminant traces of DNA were digested with ISOLATE II RNA Mini Kit (Bioline, London, United Kingdom). After RNA extraction and DNase treatment, RNA purity was assessed by the 260/280 ratios (2.2 ± 0.1) on the Nanodrop (ThermoFisher, Waltham, MA, United States) and, by the absence of RNA breakdowns, on the 2100 Bioanalyzer (Agilent, Santa Clara, CA, United States). Complementary DNA was generated from RNA using random primers and dNTPs with Superscript III Reverse transcriptase (ThermoFisher, Waltham, MA, United States).

Gene expression analysis was performed as previously described (Jéhannet et al., 2021). Diluted complementary DNA was mixed with SensiFAST™ SYBR^®^ Lo-ROX Ki (Bioline, London, United Kingdom) and the primer set of the target gene (Table 1). Since the gene expression analysis data could not be obtained from a single 96-well plate due to the high amount of samples, several plates were run per gene. For comparing the data obtained from the different plates, the following were taken into consideration 1) reference and target genes were run on the same 96-well plate; 2) the same master mix (SensiFAST SYBR and primer set) was used between plates and 3) samples were randomized through the plates. The conditions in the QuantStudio Real-time PCR system (ThermoFisher, Waltham, MA, United States) used were 95°C during 2 min followed by 40 cycles of denaturation at 95°C for 5 s, annealing at 60°C–64°C for 10 s and extension at 72°C for 5 s. Primer-dimers artifacts and reaction specificity were checked by melt curve analysis. PCR products were electrophoresed on 1.5% agarose gel. Standard curves that were made by diluting sample cDNA had R^2^ values above 0.98 and efficiencies between 92% and 109%. For the very few samples that did not amplify due to low gene expression, CT values were manually set at 35. Transcripts levels of each target were normalized over *elf1* (no difference in expression between treatments; ANOVA, *p* = 0.341) and data were expressed as fold change by using the 2^−ΔΔCT^ method from Livak and Schmittgen (2001).

**TABLE 1:** Primers used for each target gene with T⁰: annealing temperature and bp: base pair.

Gene	Accession number	Primer sequence	T⁰	Length	Efficiency (%)	Source
*elf1*	EU407825	FW: CCC​CTG​CAG​GAT​GTC​TAC​AA	64	152 bp	96	Setiawan and Lokman (2010)
		RV: AGG​GAC​TCA​TGG​TGC​ATT​TC				
*pgr1*	AFV13730.1	FW: AGT​TTG​CCA​ATC​TCC​AGG​TG	60	107 bp	101	Morini et al. (2017)
		RV: ATC​AAA​CTG​TGG​CTG​GCT​CT				
*pgr2*	AFV13731.1	FW: GCC​TCT​GGA​TGT​CAC​TAC​GG	60	95 bp	94	Morini et al. (2017)
		RV: CCG​GCA​CAA​AGG​TAG​TTC​TG				
*fshr*	LN831181	FW: CCT​GGT​CGA​GAT​AAC​AAT​CAC​C	63	173 bp	109	Zadmajid et al. (2015)
		RV: CCT​GAA​GGT​CAA​ACA​GAA​AGT​CC				
*lhcgr1*	LN831182	FW: GCG​GAA​ACA​CAG​GGA​GAA​C	60	155 bp	101	Maugars and Dufour (2015)
		RV: GGT​TGA​GGT​ACT​GGA​AAT​CGA​AG				
*lhcgr2*	LN831183	FW: TCA​ACA​ACC​TCA​CCA​ATC​TCT​CT	62	162 bp	106	This study
		RV: GCA​GTG​AAG​AAA​TAG​CCG​ACA				
*ptger4b*	XM_035392436.1	FW: ATT​GAG​AAG​GTG​AAG​TGC​CTG​T	62	169 bp	105	This study
		RV: AGA​ATG​TTT​GAG​AGG​TGC​TGG​T				
*arα*	FR668031	FW: AGG​AAG​AAC​TGC​CCC​TCT​TG	62	90 bp	93	Setiawan and Lokman (2010)
		RV: ATT​TGC​CCG​ATC​TTC​TTC​AG				

### 2.4 *In vivo* experiment

#### 2.4.1 Artificial maturation

Twenty-two feminized and eighteen wild females were artificially matured according to the procedure described in Section 2.2.2. For ovulation induction, females were either injected with DHP or P at a dose of 2 mg kg^−1^ (Ohta et al., 1996) Just before the DHP or P injection, ovarian tissues were extracted from feminized eels with a cannula. Twenty oocytes were selected (see Section 2.3.6) and stored in RNAlater (Ambion Inc., Huntingdon, United Kingdom) for RNAseq analysis. Females were then placed in tanks and water temperature was gradually increased from 18 to 20°C; the optimum temperature during induction of spawning in eels (Unuma et al., 2012). In the timespan of 11–18 h after receiving the injection, females were regularly checked for egg release. When eggs could be retrieved, females were stripped by applying gentle pressure on the abdomen. At the moment of stripping, eggs from feminized females were sampled again for RNAseq analyses to compare treatment effects of DHP and P on stripped eggs.

Males were injected with 1,000 IU human Chorionic Gonadotropin (hCG: Kahn et al., 1987) and placed back in the 373-L tanks kept at 36 ppt and 16°C. One day before fertilization, males were anesthetized and checked for spermiation by applying gentle pressure on the abdomen. Males that were spermiating were injected with 250 IU hCG, dissolved in 0.9% physiological salt solution, to increase sperm quality. Males were placed in the spawning tank with the DHP or P injected females. When females were ready to be stripped, males (*N* = 6–10) were anesthetized and 2–3 mL of sperm was taken which was directly diluted into 45 mL artificial eel plasma (Peñaranda et al., 2010).

#### 2.4.2 Fertilization and egg incubation

After collection of the stripped eggs into plastic bowls, the diluted sperm was dripped onto the eggs. Gametes were mixed by stirring. Artificial seawater (36 ppt, 18°C) was added for a contact time of 5 min. After 5 min, 10 g of eggs were placed in a 100 mL cylinder filled with artificial seawater to determine the percentage of floating eggs in relation to the eggs that were sinking 1 hour later. The remaining eggs were placed in 3L-beakers filled with artificial seawater. After 1 h, the floating egg layer was collected from the 3L-beakers, rinsed gently over a sieve and transferred into beakers filled with fresh artificial seawater. Eggs were kept into suspension by gentle aeration and dead material was removed every 12 h to prevent microbial infections. After hatching (48–60 h post fertilization), the content of each beaker was gently mixed to uniformly disperse the larvae in the water column. Then, a water sample of 20 mL was taken to count the number of larvae and extrapolate this number per volume to the 3L-beakers. Larvae were gently transferred to plankton nets that were hanging in conic tanks filled with seawater and connected to a 338 L recirculating system. Larval survival was daily recorded until all larvae of the particular batch had died.

#### 2.4.3 RNA sequencing

RNA-seq was performed on oocytes and eggs from three feminized females for each treatment (DHP, P). RNA was extracted using the miRNeasy Mini Kit (Qiagen, Venlo, Netherlands). Integrity and concentration of the RNA samples were determined using an Agilent TapeStation 4200 device. RNA concentrations varied from 132 to 796 ng μL^−1^ and RIN values were between 7.0 and 10.0. Barcoded RNA-seq libraries were prepared from 0.5 μg of total RNA using the TruSeq Stranded mRNA Library Prep kit according to the manufacturer’s instructions (Illumina Inc., San Diego, CA, United States). RNA-seq libraries were sequenced on an Illumina NovaSeq 6000 System according to the manufacturer’s protocol. Image analysis and base calling were done by the Illumina pipeline (Illumina Inc., San Diego, CA, United States). RNA-seq data yield varied from ∼12 to ∼16 million paired-end 2 × 150 bp reads per sample, corresponding to ∼3.7–4.9 Gb per sample.

Quantitative analysis of the RNA-seq datasets was performed by alignment of reads against the *Anguilla anguilla* reference genome (https://www.ncbi.nlm.nih.gov/data-hub/genome/GCF_013347855.1/) using TopHat (version 2.0.13) (Trapnell et al., 2009). In total between ∼54% and ∼67% of the RNA-Seq reads could be mapped against the reference. The resulting files were filtered and secondary alignments were removed using SAMtools (version 1.2 using htslib 1.2.1) (Li et al., 2009). For comparison of gene expression levels between groups, aligned fragments per predicted gene were counted from SAM alignment files using the Python package HTSeq (version 0.6.1p1) (Anders et al., 2014). In order to make comparisons across samples possible, these fragment counts were corrected for the total amount of sequencing performed for each sample. As a correction scaling factor, we employed library size estimates determined using the R/Bioconductor package DESeq (Anders and Huber, 2010). Read counts were normalized by dividing the raw counts obtained from HTSeq by its scale factor. Aligned reads were processed using DESeq whereby treatment groups were each compared with the control group. Raw and processed RNA-Seq datasets have been submitted to NCBI’s GEO repository with reference GSE218444 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218444; GSM6745397-GSM6745408). The comparisons between 1) oocytes sampled before the DHP injection and eggs stripped after DHP and 2) oocytes sampled before the P injection and eggs stripped after P were analyzed to assess differential gene expression and their functional clustering by GO analysis using UniProt (https://uniprot.org). Differences were considered significant when *p* < 0.01.

### 2.5 Statistical analysis

#### 2.5.1 In vitro

Fold change of each target gene, oocyte diameter, lipid diameter and the percentage of GVBD were compared between timepoints and doses of DHP by using the following linear mixed model:

$$\ln\left(y_{ijkl}\right)=\mu +{TR}_{i}+T_{j}+{TR}_{i}\times T_{j}+A_{k}+P_{l}+e_{ijkl}$$

Where $y_{ijkl}$ is the variable to be explained (fold change of each target gene, oocyte diameter, lipid diameter and GVBD) from treatment i (control, 1 ng DHP, 10 ng DHP, 100 ng DHP) at incubation time j (0, 12 and 18 h) observed in eel k (k = 1–11) and kept in plate l (l = 1–22). In this model, μ is the overall mean, ${TR}_{i}$ is the fixed effect of the i ^th^ treatment where *i* is the hormonal concentration, $T_{j}$ is the fixed effect of the j ^th^ time, ${TR}_{i}\times T_{j}$ is the fixed interaction effect for the i ^th^ treatment and j ^th^ time, $A_{k}$ is the random effect of the k ^th^ eel, $P_{l}$ is the random effect of the l ^th^ plate, and $e_{ijkl}$ is the residual. The same linear mixed model was used to investigate the effect of P treatment on the fold change of each target gene, oocyte diameter, lipid diameter and GVBD. All random effects were assumed to be independent and normally distributed. Data were analyzed using R (R foundation for statistical computing, Vienna, Austria) and considered significant when *p* < 0.05.

#### 2.5.2 In vivo

The number of injections to reach maturation, the timespan after the DHP or P injection until egg release, the percentage of floating eggs, the number of larvae after hatching and larval survival were compared between DHP and P injected females with the non-parametrical Wilcoxon rank sum test. Data were analyzed with R and differences were considered significant when *p* < 0.05.

## 3 Results

### 3.1 *In vitro* experiment

#### 3.1.1 Histology

Oocyte samples that were used for the *in vitro* experiment were a mix of both folliculated and de-folliculated oocytes (Figure 1). While some oocytes were enveloped by theca and granulosa cells (Figure 1A), other oocytes were only surrounded by their membranes (Figure 1B).

**FIGURE 1:**
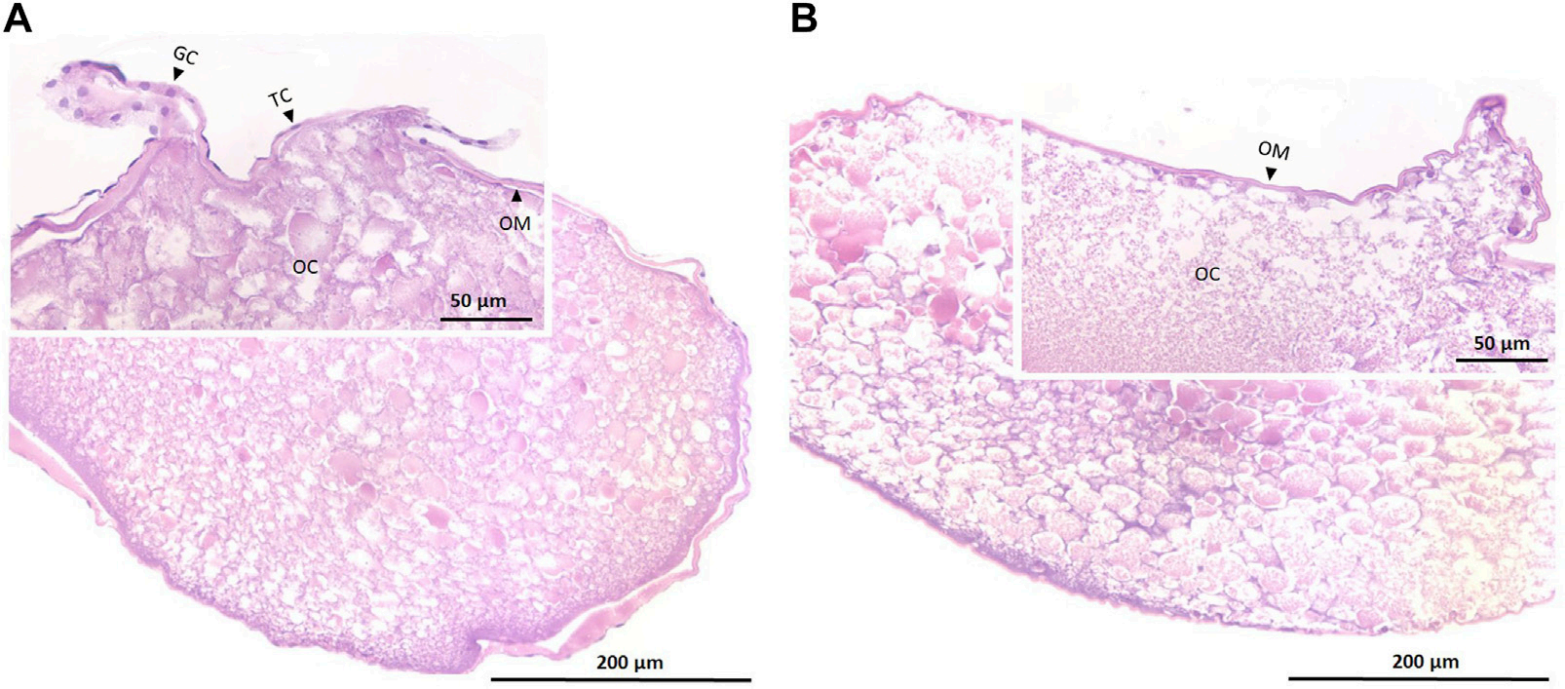
Histological sections of maturing oocytes in European eel that are folliculated **(A)** and de-folliculated **(B)**. Insets show parts of sections at higher magnification. OC, oocyte; OM, oocyte membrane; TC, theca cells and GC; granulosa cells. Contrary to the de-folliculated oocytes, folliculated oocytes still show some theca and granulosa cells (Tosaka et al., 2010).

#### 3.1.2 GVBD, hydration and lipid fusion

Both DHP and P treatments (*p* < 0.001), but not time (*p* > 0.05), significantly affected GVBD (Figures 2A, B). Also, a significant eel effect (*p* < 0.05) was detected. Oocytes incubated at a dose of 100 ng DHP underwent GVBD at a higher rate than oocytes treated at a dose of 10 ng DHP (Figure 2B). After 12 h of incubation, GVBD was observed in 27% of the oocytes at doses of 10 ng DHP and in 67% of the oocytes at 100 ng DHP (Figure 2B). After 18 h of incubation, GVBD was observed in 35% of the oocytes at doses of 10 ng DHP and in 71% of the oocytes at 100 ng DHP (Figure 2B). When incubating ovarian tissues with P, maturing oocytes were lacking a GV at doses of 100 ng P and 1,000 ng P (Figure 2B). After 12 h of incubation, GVBD was observed in 63% of the oocytes at doses of 100 ng P and in 65% of the oocytes at 1,000 ng P (Figure 2B). After 18 h of incubation, GVBD was observed in 65% of the oocytes at doses of 100 ng P and in 75% of the oocytes at 1,000 ng P (Figure 2B). No statistical differences were detected between 100 ng P and 1,000 ng P (Figure 2B).

**FIGURE 2:**
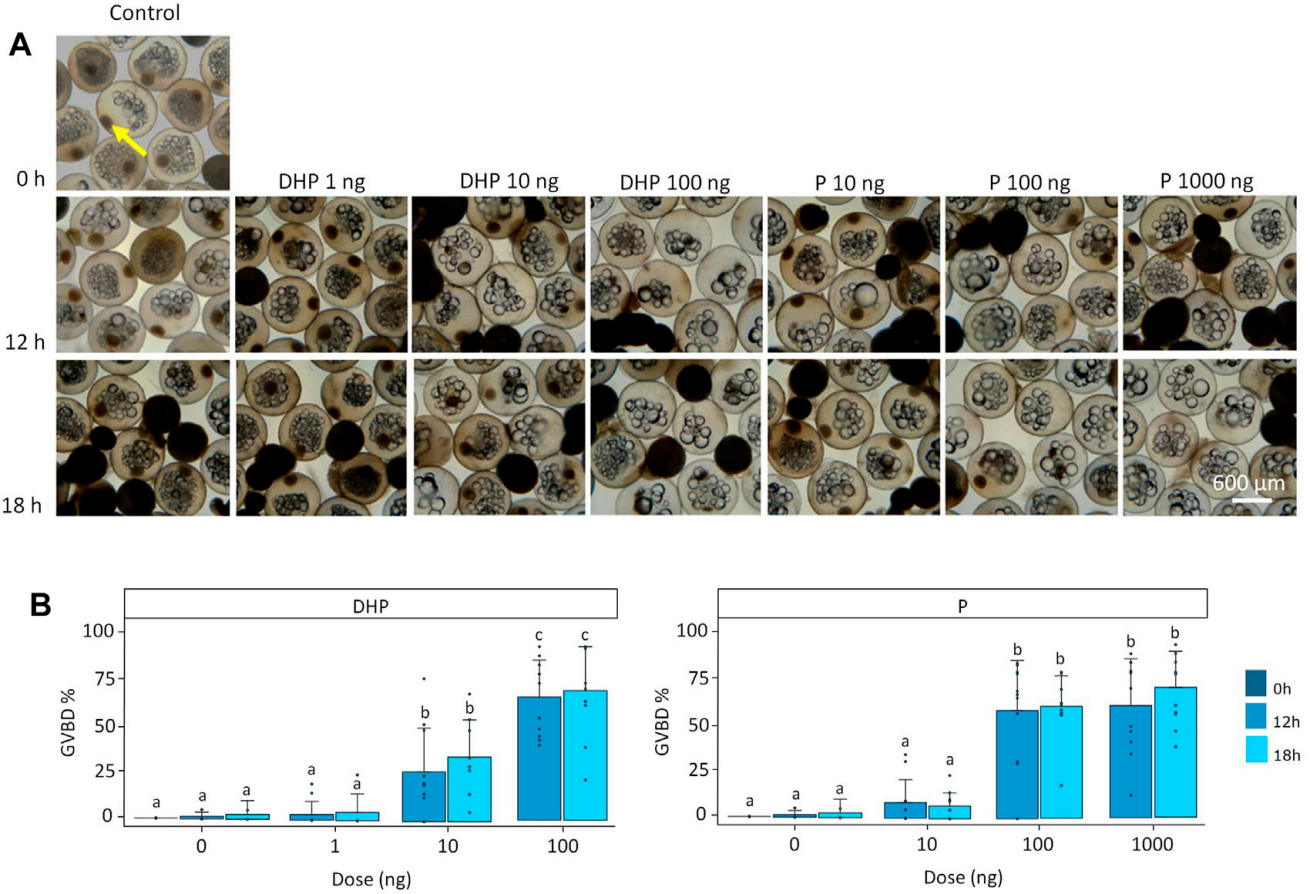
Maturing oocytes and germinal vesicle breakdown (GVBD). **(A)** Maturing oocytes fixed in Serra’s solution to stain the germinal vesicle GV (yellow arrow) and **(B)** percentage of oocytes where GVBD had occurred shown as percentage (GVBD%). Oocytes were treated with various doses of DHP (0, 1, 10, and 100 ng mL^−1^) and P (0, 10, 100, and 1,000 ng mL^−1^) *in vitro* at the start of incubation (dark blue; hardly visible as GVBD% was 0), and after 12 (mild blue) and 18 h (light blue) of incubation. Oocytes incubated without hormone have a visible GV at the start and after 12 and 18 h of incubation. Similarly, oocytes incubated at low doses of DHP (1 ng) and P (10 ng) still have a visible GV after 12 and 18 h of incubation. Some oocytes incubated with doses of 10 ng DHP after 12 and 18 h of incubation did not show presence of a GV since GVBD was induced in ∼27% of oocytes. Most oocytes incubated with doses of 100 ng DHP, 100 ng P and 1,000 ng P after 12 and 18 h of incubation did not show presence of a GV since GVBD was induced in ∼70% of oocytes. GVBD% was compared between timepoints and doses for DHP and P. Bars with no overlap in letters are significantly different (*p* < 0.05). Data are displayed as barplots with averages ± standard deviation and individual datapoints as circles. Data are based on oocytes originating from *N* = 11 eels.

For both DHP and P, lipid diameter was significantly affected by time (*p* < 0.001) and treatment (*p* < 0.05). Moreover, a significant eel (*p* < 0.001) effect was observed. Lipid diameter increased from 101 ± 18 μm at the start of the incubation to 137 ± 34 µm after 12 h of incubation and 146 ± 38 µm after 18 h of incubation in the controls (Figure 3). At a dose of 100 ng DHP after 18 h of incubation, the lipid diameter increased from 146 ± 38 μm to 163 ± 33 µm which was not statistically different from the 18 h control, probably due to the high variation in the data (Figure 3A). At a dose of 1,000 ng P after 18 h of incubation, the lipid diameter significantly increased from 146 ± 38 μm to 176 ± 23 µm when compared to the 18 h control (Figure 3B). Oocyte diameter did not change with time nor treatment (Supplementary Figure S1).

**FIGURE 3:**
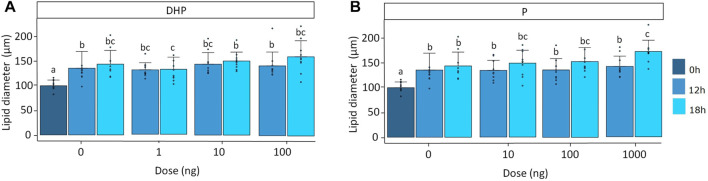
Lipid diameter when treated with various doses of **(A)** DHP (0, 1, 10, and 100 ng mL^−1^) and **(B)** P (0, 10, 100, and 1,000 ng mL^−1^) at the start of incubation (dark blue), and after 12 (mild blue) and 18 (light blue) hours of incubation *in vitro*. Measurements were compared between timepoints and doses for DHP and P. Lipid diameter increased over time as a result of fusion of lipid droplets. Treatment with a dose of 100 ng DHP after 18 h of incubation tended to increase lipid diameter but results were not statistically different from the 18 h control; probably due to the high variations in the data. Treatment with a dose of 1,000 ng P after 18 h of incubation induced lipid fusion. Bars with no overlap in letters are significantly different (*p* < 0.05). Data are displayed as barplots with averages ± standard deviation and individual datapoints as circles. Data are based on oocytes originating from *N* = 10 eels.

#### 3.1.3 Expression of nuclear progestin receptors

For both DHP and P, expression of the nuclear progestin receptor *pgr1* was significantly affected by time (*p* < 0.01), treatment (*p* < 0.001) and time × treatment interaction (*p* < 0.05), and a significant eel effect (*p* < 0.001) was observed. *Pgr1* expression decreased over 4-fold with time and over 15-fold after 18 h of incubation, for both treatments (Figure 4A). At a dose of 100 ng DHP, *pgr1* expression decreased after 18 h of incubation when compared to the controls (Figure 4A1). Similarly, at the highest doses of P (100, 1,000 ng), *pgr1* expression decreased after 18 h of incubation when compared to the controls (Figure 4A2). No statistical differences were detected between the doses of 100 ng and 1,000 ng P after 18 h of incubation (Figure 4A2).

**FIGURE 4:**
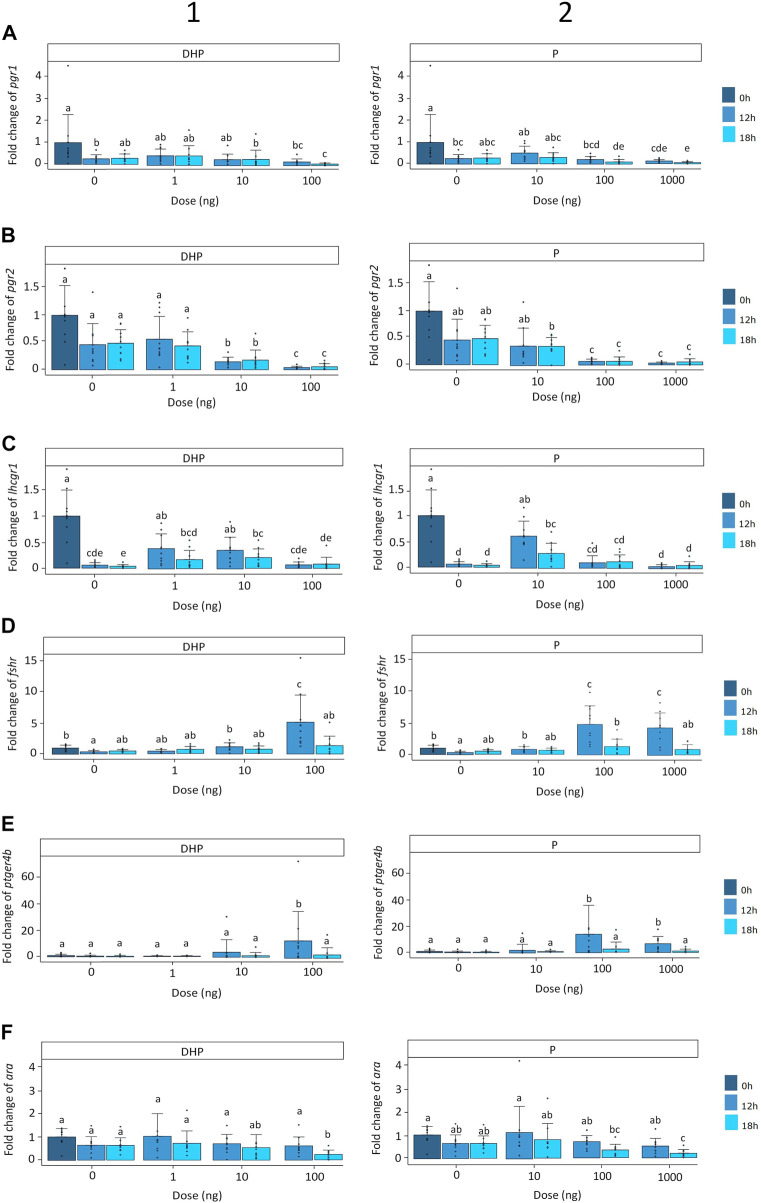
Expression of the **(A)** nuclear progestin receptors *pgr1*, **(B)** nuclear progestin receptors *pgr2*, **(C)** luteinizing hormone receptor *lhcgr1,* **(D)** follicle-stimulating hormone receptor *fshr*, **(E)** prostaglandin receptor *ptgr4b* and **(F)** androgen receptor *ara* when treated with various doses of (**1**) DHP (0, 1, 10, and 100 ng mL^−1^) and (**2**) P (0, 10, 100, and 1,000 ng mL^−1^) at the start of incubation (dark blue) and after 12 (mild blue) and 18 (light blue) hours of incubation *in vitro*. Receptor expression was normalized to the start of incubation and expressed as fold change. Expression was compared between timepoints and doses for DHP and P. Expression of *pgr1* was decreased in oocytes incubated with doses of 100 ng DHP, 100 ng P and 1,000 ng P after 18 h of incubation. Expression of *pgr2* was decreased in oocytes incubated with doses of 10 ng DHP, 100 ng DHP, 100 ng P and 1,000 ng P after 12 and 18 h of incubation. Expression of *lhcgr1* decreased with time and treatment. The lowest doses of DHP (1 and 10 ng) increased the expression of *lhcgr1* after 12 and 18 h of incubation when compared to the corresponding controls. Oocytes incubated with the lowest dose of P (10 ng) followed a similar expression pattern than oocytes incubated with DHP. Expression of *fshr* was increased in oocytes incubated with doses of 100 ng DHP, 100 ng P and 1,000 ng P after 12 h of incubation. Similarly, doses of 100 ng DHP, 100 ng P and 1,000 ng P increased the expression of *ptger4b* after 12 h of incubation. Expression of *ara* was decreased with doses of 100 ng DHP and 1,000 ng P after 18 h of incubation. Bars with no overlap in letters are significantly different (*p* < 0.05). Data are displayed as barplots with averages ± standard deviation and individual datapoints as circles. Data are based on oocytes originating from *N* = 10 eels.

For both DHP and P, expression of the nuclear progestin receptor *pgr2* was significantly affected by time (*p* < 0.05) and treatment (*p* < 0.001), and a significant eel effect (*p* < 0.01) was observed. Expression of *pgr2* decreased over 2-fold with time and over 20-fold after 12 and 18 h of incubation for both treatments (Figure 4B). At doses of 10 ng DHP, 100 ng DHP, 100 ng P and 1,000 ng P, the expression of *pgr2* decreased after 12 and 18 h of incubation when compared to the controls (Figure 4B). A dose of 100 ng DHP decreased the expression of *pgr2* further than a dose of 10 ng DHP (Figure 4B1). No statistical differences were detected between doses of 100 ng and 1,000 ng P (Figure 4B2).

#### 3.1.4 Expression of the luteinizing hormone receptors

For both DHP and P, expression of the luteinizing hormone receptor *lhcgr1* was significantly affected by time (*p* < 0.001) and treatment (*p* < 0.05) and a significant eel effect (*p* < 0.05) was observed. Expression of *lhcgr1* decreased over 20-fold with time and remained low with exception of the lower doses for both treatments after 12 and 18 h of incubation (Figure 4C). When incubating ovarian tissues with DHP for 12 and 18 h, at the lower doses of DHP (1 and 10 ng), but not DHP at 100 ng, the expression of *lhcgr1* increased when compared to the controls (Figure 4C1). Similarly, at the lowest dose of P (10 ng) after 12 and 18 h of incubation, but not the highest ones (P 100 ng, P 1,000 ng), the expression of *lhcgr1* increased when compared to the controls (Figure 4C2). The expression of the luteinizing hormone receptor *lhcgr2* remained low and stable with time and treatment; significant differences were detected but differences were not correlated with time and treatment (Supplementary Figure S2).

#### 3.1.5 Expression of follicle stimulating hormone receptor and prostaglandin receptor

For both DHP and P, expression of the follicle stimulating hormone receptor *fshr* was significantly affected by time (*p* < 0.05) and time × treatment interaction (*p* < 0.05) and a significant eel (*p* < 0.01) effect was detected. *Fshr* expression remained low and stable with exception of a 5-fold increase after 12 h of incubation for both treatments (Figure 4D). When ovarian tissues were incubated with DHP, treatment did not affect *fshr* expression (*p* > 0.05) with exception of one dose after 12 h of incubation. A dose of 100 ng DHP significantly increased *fshr* expression after 12 h of incubation when compared to the controls and the lowest DHP concentrations (1, 10 ng) (Figure 4D1). For P, treatment significantly affected *fshr* expression (*p* < 0.05). Doses of 100 ng and 1,000 ng P increased the expression of *fshr* after 12 h of incubation when compared to the controls and lowest P concentration (10 ng) (Figure 4D2). No statistical differences were detected between the doses of 100 and 1,000 ng P after 12 h of incubation (Figure 4D2).

For both DHP and P, expression of the prostaglandin receptor *ptger4b* was significantly affected by time × treatment interaction (*p* < 0.001) and a significant eel (*p* < 0.01) effect was detected. *Ptger4b* expression remained low and stable with exception of a 13-fold increase after 12 h of incubation for both treatments (Figure 4E). When ovarian tissues were incubated with DHP, treatment did not affect *ptger4b* expression (*p* > 0.05) with exception of 100 ng DHP which increased the expression of *ptger4b* after 12 h of incubation when compared to the controls and doses of 1 ng DHP and 10 ng DHP (Figure 4E1). P treatment significantly affected *ptger4b* expression (*p* < 0.05). Ovarian tissues incubated with P increased *ptger4b* expression in a similar manner as DHP treatment (Figure 4E2). At doses of 100 ng and 1,000 ng P, the expression of *ptger4b* increased after 12 h of incubation when compared to the controls and dose of 10 ng P (Figure 4E2). No statistical differences were detected between 100 and 1,000 ng P after 12 h of incubation (Figure 4E2).

#### 3.1.6 Expression of androgen receptor

For both DHP and P, treatment (*p* < 0.05) and time × treatment interaction (*p* < 0.05) significantly affected the androgen receptor *ara* expression. A significant eel effect (*p* < 0.05) was detected. *Ara* expression remained low and stable with exception of a 4-fold decrease after 18 h of incubation for both treatments (Figure 4F). When incubating ovarian tissues with DHP, at a dose of 100 ng DHP, *ara* expression decreased after 18 h of incubation when compared to the controls (Figure 4F1). Similarly, at the highest dose of P (1,000 ng), the expression of *ara* decreased after 18 h of incubation when compared to the controls (Figure 4F2). No statistical differences were detected between doses of 100 and 1,000 ng P after 18 h of incubation (Figure 4F2).

### 3.2 *In vivo* experiment

#### 3.2.1 Reproductive success in feminized and wild eels

An overview of the reproductive success of feminized females injected with DHP or P is shown in Table 2. The number of weekly CPE injections to reach maturation was similar between females injected with DHP (8.2 ± 1.2 injections) and P (8.0 ± 1.4 injections) (*p* = 0.51). Also the timespan between treatment and egg release was similar between DHP (13.8 ± 1.7 h) and P (14.0 ± 0.7 h) injected females (*p* = 0.42). Of the twelve eels that were injected with DHP, five died, one was stripped but did not give embryos and six eels gave larvae that survived until 8 dph. Of the ten eels that were injected with P, five died, one was stripped but did not give embryos and four eels gave larvae that survived until 5 dph. The percentage of floating eggs was similar between DHP (average: 36%) and P (average: 27%) injected females (*p* = 0.87). Expected differences in larvae number and survival between the DHP and P injected females were not significant (DHP: 6 females; P: 4 females).

**TABLE 2:** Reproductive success of 22 feminized European eels after 17α,20β-dihydroxy-4-pregnen-3-one (DHP) or progesterone (P) injection.

Tag	Injection	Nb.	BWI_1_	BWI_2_	BGI_1_	BGI_2_	t(h)	Floating eggs (%)	Larvae nr.	Survival	Fate
11 EC	DHP	8		125		0.25	13.25	20	50	6	Gave larvae
DC73	DHP	9	122	133	0.26	0.27	14.25	95	100	8	Gave larvae
2653	DHP	7	117	124	0.26	0.27	12	50	200	6	Gave larvae
3745	DHP	8	114	124	0.24	0.27	12.75	50	2,000	5	Gave larvae
4C37	DHP	7	113	121	0.25	0.27	12.25	20	100	4	Gave larvae
BEFA	DHP	7		114		0.25	16	15	50	6	Gave larvae
DDCC	DHP	7	113	124	0.24	0.26	16	1			No embryos
0CEB	DHP	7	118	124	0.22	0.24					Died after DHP
DD56	DHP	7	120	125	0.26	0.26					Died after DHP
D3EA	DHP	7	121	126	0.24	0.25					Died after DHP
6647	DHP	7	106	111	0.24	0.24					Died after DHP
D8F0	DHP	11	125	127	0.26	0.26					Died after DHP
E13F	P	10	120	138	0.23	0.26	15	30	10	1	Gave larvae
1FB8	P	9	114	124	0.25	0.26	15.5	30	10	5	Gave larvae
34AD	P	8	117	119	0.25	0.27	13.75	30	50	3	Gave larvae
CA3C	P	7		121		0.27	14	45	10	4	Gave larvae
E676	P	8	113	120	0.24	0.27	14.75	0			No embryos
2B08	P	7	126	133	0.27	0.29					Died after P
42AD	P	11	114	116	0.26	0.26					Died after P
D8E1	P	7		129		0.27					Died after P
DE5C	P	8		104		0.25					Died after P
D28B	P	7	108	110	0.25	0.25					Died after P

Tag: code of the female, Injection: type of injection that the female received; Nb: number of weekly injections to reach maturation, BWI_1_: body weight index (BWI) at booster moment, BWI_2_: BWI at DHP/P injection, BGI_1_: body girth index (BGI) at booster moment, BGI_2_: BGI at DHP/P injection, t(h): hours after DHP/P injection, Floaters(%): percentage of floating eggs 1 h after fertilization, Larvae nr.: number of larvae that hatched; Survival: number of days that the larvae survived after hatching.

An overview of the reproductive success of wild females injected with DHP and P is shown in Table 3. The number of weekly CPE injections to reach maturation was similar for the eels used in both treatment groups. Eels that required 9 ± 1.5 CPE injections were injected with DHP, eels that required 9 ± 1.0 CPE injections were injected with P (*p* = 0.26). The timespan between treatment and egg release was similar between DHP (11.9 ± 1.1 h) and P (12.5 ± 2.3 h) injected females (*p* = 0.75). When comparing wild and feminized eels, wild females released eggs sooner after treatment (12.2 ± 1.7 h) than the feminized ones (14.1 ± 1.4 h) (*p* = 0.004). Of the nine females that were injected with DHP, two died and seven eels were stripped and gave larvae that survived until 20 dph. Of the nine wild females that were injected with P, two died, one released eggs but did not give embryos and six were stripped and gave larvae that survived until 21 dph. No significant differences were detected between the DHP and P injected females regarding reproductive success. The percentage of floating eggs ranged from 18% to 92% for the eels that received DHP treatment (average 54%) and from 1% to 92% for eels that received P treatment (average: 63%). The number of larvae ranged from 50 to 20,000 for DHP treatment (average: 2,993 larvae) and from 20 to 45,000 for P treatment (average: 12,753 larvae). Larvae survived on average for 7 dph for each of the two treatments.

**TABLE 3:** Reproductive success of 18 wild females European eels after 17α,20β-dihydroxy-4-pregnen-3-one (DHP) or progesterone (P) injection.

Tag	Injection	Nb.	BWI_1_	BWI_2_	BGI_1_	BGI_2_	t(h)	Floating eggs (%)	Larvae nr.	Survival	Fate
2A9B	DHP	7	119	123	0.24	0.26	12	44	100	7	Gave larvae
3322	DHP	9	124	128	0.24	0.26	10.5	22	100	2	Gave larvae
4249	DHP	8		126		0.25	12.5	18	50	1	Gave larvae
4AF0	DHP	10		129		0.23	11	56	100	5	Gave larvae
CFC9	DHP	8	117	122	0.23	0.25	13	80	20,000	20	Gave larvae
D3F5	DHP	8	115	129	0.23	0.25	13.25	66	100	4	Gave larvae
DC03	DHP	9	122	132	0.22	0.25	11	92	500	12	Gave larvae
63E1	DHP	8	124	125	0.27	0.28					Died after DHP
D8FD	DHP	10	111	118	0.25	0.26					Died after DHP
242B	P	12	123	133	0.25	0.27	11	88	200	6	Gave larvae
32CC	P	8	124	131	0.26	0.26	12	92	30,000	21	Gave larvae
5308	P	8	125	132	0.23	0.25	11	68	300	2	Gave larvae
568F	P	8		127		0.29	11.25	87	45,000	6	Gave larvae
CFA5	P	11	111	118	0.23	0.24	14	23	20	2	Gave larvae
D732	P	9	118	125	0.23	0.25	11.25	83	1,000	6	Gave larvae
2109	P	9	114	117	0.24	0.26	17	1			No embryos
3E9A	P	8	119	120	0.26	0.27					Died after P
BDF3	P	9	112	111	0.25	0.24					Died after P

Tag: code of the female, Injection: type of injection that the female received, Nb: number of weekly injections to reach maturation, BWI_1_: body weight index (BWI) at booster moment, BWI_2_: BWI at DHP/P injection, BGI_1_: body girth index (BGI) at booster moment, BGI_2_: BGI at DHP/P injection, t(h): hours after DHP/P injection, floaters: percentage of floating eggs 1 h after fertilization, Larvae nr.: number of larvae that hatched, Survival: number of days that the larvae survived after hatching.

#### 3.2.2 RNA sequencing

36,061 transcripts that were associated with *A. anguilla* genes in NCBI were detected when comparing: 1) eggs stripped after DHP injection and eggs stripped after P injection; 2) oocytes sampled at the time of DHP injection and eggs stripped after DHP injection; 3) oocytes sampled at the time of P injection and eggs stripped after P injection. 

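RNA with poly(A) tails was sequenced from 4 groups of 3 libraries each: oocytes sampled with a cannula just before DHP injection, eggs stripped after DHP injection, oocytes sampled just before P injection and eggs stripped after P injection. The females were feminized eels, each steroid was injected at 2 mg per kg body weight, and eggs were looked for from 11 to 18 h later. DHP differs from P, its precursor, by an added hydroxyl group and by a ketone reduced to a hydroxyl group. The submitters' processing notes and the methods name TopHat 2.0.13 for the alignment to the European eel genome, SAMtools 1.2 for the removal of secondary alignments and HTSeq 0.6.1p1 for the count of fragments per gene. The authors then compared the groups with DESeq.
The values used here are those fragment counts for 31061 annotated genes, of which 25211 had a count in at least 1 library. They stem from RNA with poly(A) tails, so a change in the amount of a transcript was not told apart from a change of its tail. Eggs stripped after DHP injection had 7627353 to 8915962 (median 8531099) counted fragments per library and eggs stripped after P injection 8366185 to 9554822 (median 9126910). Oocytes sampled before DHP injection had 6612347 to 9241120 (median 7985126) and oocytes sampled before P injection 7395154 to 9903122 (median 8515807). The paper states about 12 to 16 M paired-end reads per sample, and all values here rest on the fragments counted in genes. In the eggs the most abundant transcript was ccnb1, which encodes cyclin B1, and in the oocytes LOC118235858, an alpha-2-macroglobulin-like protease inhibitor.
From these counts, normalized counts and log2 fold changes were computed with edgeR after TMM scaling and a filter on low counts. Differentially expressed genes (DEGs) are those with an adjusted p under 0.01 from its quasi-likelihood test, over all genes tested. Log2 fold changes are given ± their standard error (SE) from the fit of 3 against 3 libraries. Groups were compared unpaired. Where a fit with the libraries of a female as a pair (1 and 2, 5 and 6, 9 and 10, 3 and 4, 7 and 8, and 11 and 12) changed a call or moved a number of DEGs by over 1.5 times, its value is given as that with the libraries paired. Libraries are named by their number in the count tables (1, 5 and 9 for oocytes before P, 2, 6 and 10 for eggs after P, 3, 7 and 11 for oocytes before DHP, 4, 8 and 12 for eggs after DHP).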

When comparing eggs that were stripped after either DHP or P injection, only one gene (*glutathione S-transferase Mu 3-like*) was significantly different and upregulated in eggs stripped after P injection (*p* < 0.01; Supplementary Table S1). 

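The glutathione S-transferase Mu 3-like gene LOC118207797, of a family of enzymes that couple glutathione to reactive compounds, had 138 ± 36.3 normalized counts (SD, n = 3) in eggs stripped after P injection and 9.73 ± 11.0 (SD, n = 3) in eggs stripped after DHP injection. All 3 P libraries lay above all 3 DHP libraries, with a log2 fold change of 3.78 ± 0.92 (adjusted p = 0.984 from edgeR), so the gene did not pass the threshold.
It lies on chromosome 11 from 40291685 to 40297066 of fAngAng1.pri. Its neighbour LOC118207796, on chromosome 11 from 40277386 to 40283227, is annotated as a Mu 3-like gene as well and may share reads with it, so the values of both are uncertain. It had 680.3 ± 244 normalized counts (SD, n = 3) after P and 452 ± 191 (SD, n = 3) after DHP.
The 5 genes with the smallest p, each at an adjusted p of 0.687 from edgeR, were all higher after P. Among them were LOC118236232, an enzyme like those that cleave carotenoids (log2 fold change 1.36 ± 0.24), parp9, an ADP-ribosyltransferase of the antiviral response, at 2.67 ± 0.49, and rsu1, a Ras suppressor found at cell-matrix adhesions, at 1.61 ± 0.30. The neighbouring uncharacterized genes LOC118221515 and LOC118221516 had log2 fold changes of 6.63 ± 1.24 and 8.00 ± 1.52, from high counts in P libraries 2 and 10 but not in library 6. All 5 genes had a higher mean in oocytes before P than in oocytes before DHP already, each at an adjusted p of 0.999 from edgeR. Oocytes before DHP against those before P had -0.87 ± 0.36 for LOC118236232, -1.65 ± 0.51 for parp9 and -1.07 ± 0.32 for rsu1. For LOC118221515 and LOC118221516 the values were -6.28 ± 1.28 and -8.23 ± 1.68.
edgeR called 0 of 13178 genes (602 at an unadjusted p under 0.05, where chance gives 658.9), and limma-voom called 0. DESeq2 called 9, of which 6 were higher after P (LOC118207797 and the 5 genes above) and 3 lower: LOC118233833, an MHC class I-related gene, ppan, which encodes a ribosome biogenesis factor, and cct2, a chaperonin subunit. Of 10 glutathione S-transferases measured, 0 were higher and 0 lower (0 and 0 adjusted over the list alone), while DESeq2 called 1, LOC118207797. For the list, fry's test for change in either direction gave an adjusted p of 0.00481. The list holds LOC118207797, which the paper had called between these same eggs, so that value is not independent evidence.
The count was 63 with no filter on low counts, with LOC118207797 among them, 2 without library 6 (LOC118221515 and LOC118221516) and 1 by the authors' p-values over the genes tested (LOC118207797). In simulated counts of this design, edgeR found 37 of 45 genes with a 16-fold and 19 of 47 with a 4-fold change. These genes were simulated together with others of larger change, and many strong changes ease the adjusted threshold. The shares may thus overstate the power for a lone gene between these eggs, where edgeR called 0.

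**Figure D1:**
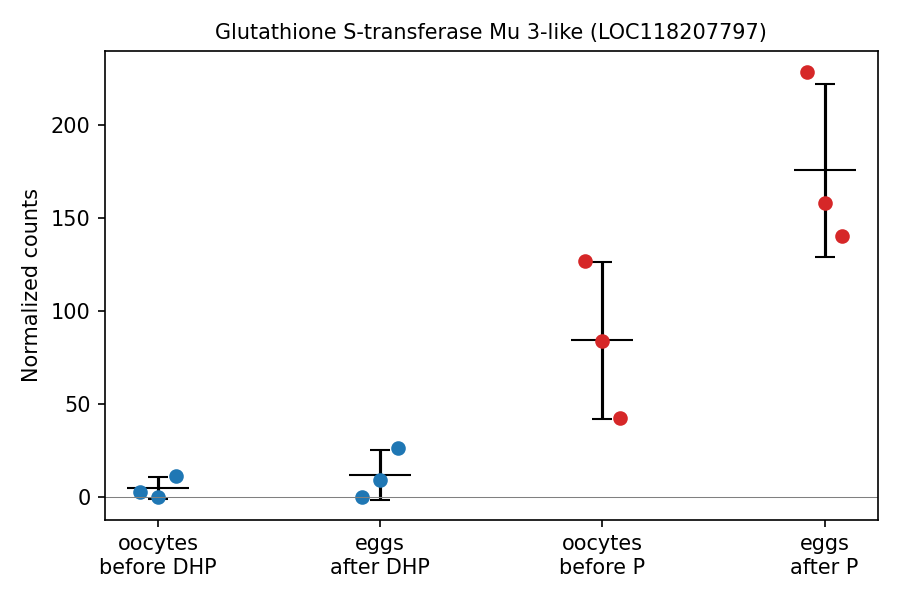
Normalized counts of glutathione S-transferase Mu 3-like (LOC118207797), scaled over all 12 libraries, by group. Points are libraries, and lines give the mean and SD of the 3 libraries of a group. All P libraries, before and after injection, lie above all DHP libraries.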

The comparison between oocytes sampled at the time of DHP injection and eggs stripped after DHP injection yielded 1,710 differentially expressed genes (DEGs) (*p* < 0.01; Supplementary Table S2). 

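After DHP injection the eggs held far more transcript with poly(A) tails of raver1, a partner of a splicing repressor. The same held for dnd1, an RNA-binding protein of germ cells, and for cdc25b, the phosphatase that activates the cyclin B kinase. It also held for pou5f3, the fish relative of the pluripotency factor Oct4. raver1 (chromosome 17 from 27119100 to 27131855 of fAngAng1.pri) had 3696 ± 997 normalized counts (SD, n = 3) in eggs and 43.4 ± 17.7 (SD, n = 3) in oocytes, a log2 fold change of 6.40 ± 0.46 (adjusted p = 0.000688 from edgeR). The log2 fold changes of dnd1, cdc25b and pou5f3 were 6.29 ± 0.69 (adjusted p = 0.00175 from edgeR), 5.49 ± 0.63 (adjusted p = 0.00184 from edgeR) and 5.25 ± 0.60 (adjusted p = 0.00184 from edgeR). At the other end, kcnj8 and abcc9, which encode the subunits of an ATP-sensitive potassium channel of vascular smooth muscle, had 0 counts in the eggs and were at least 464-fold and at least 270.4-fold (168 without library 3) lower than in the oocytes, and so was calb1, a calcium buffer (at least 257-fold lower).
Of 15149 genes tested, 2057 were DEGs, 1114 higher and 943 lower in eggs, and 51.1% of the genes tested had all 3 egg libraries above or below all 3 oocyte libraries, where chance gives 10%. The genes named were chosen among DEGs whose groups were separated in this way, so their separation is no further evidence. Intervals and bounds cover counting error only.
The number of DEGs was 777 without library 4, 192 without library 7, 365 without library 11 and 122 without library 12, and 4466 by DESeq2. It was 2595 with scaling by total counts only, of which 490 were higher and 2105 lower. The median log2 fold change of all genes was -0.20 by TMM, -0.11 by RLE, -0.80 by total counts and 0.13 by maternal genes, and by maternal genes 64.7% of the DEGs were higher in place of 54.2%.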

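The genes that rose in eggs after both injections included tent4a, a poly(A) polymerase that adds mixed tails to mRNA (log2 fold change 5.61 ± 0.92 after DHP and 8.04 ± 0.46 after P), orc6, a subunit of the complex that marks replication origins (5.49 ± 1.15 and 6.83 ± 0.70), and LOC118221615, like the Wnt co-receptor kinase PTK7 (5.01 ± 1.00 and 7.04 ± 0.72). LOC118218511, a steroid 17-alpha-hydroxylase/17,20 lyase that makes steroid precursors in follicle cells, fell after both, 4079-fold (95% counting interval 732 to 161130) after DHP.
In all, 1972 genes were DEGs after both injections and 0 of them changed in opposite directions. Of these, 1099 were higher and 873 lower in eggs, against 208.7 and 208.2 for independent lists over the 14591 genes tested in both. They made up 95.9% of the DEGs after DHP injection.
The other 85 DEGs after DHP injection numbered 15 higher and 70 lower. Among the genes lower in eggs were ccdc80, a matrix protein (log2 fold change -4.86 ± 0.70), chd9, a chromatin remodeller (-5.02 ± 0.77), lcmt1, which methylates protein phosphatase 2A (-4.87 ± 0.75), and sema4gb, a semaphorin (-6.47 ± 1.09). After P injection the same genes had values of -3.59 ± 1.21, -3.22 ± 0.99, -2.39 ± 0.99 and -2.63 ± 0.93. These 4 genes were chosen after their values were seen. All 61 of the 85 genes that were tested in both comparisons had the same sign after P, 57 of them at an unadjusted p under 0.05. The test of the difference between the treatments called 0 of the 85 by edgeR, with 5 at an unadjusted p under 0.05.
The number shared was 769 without library 4, 191 without library 7, 357 without library 11, 120 without library 12 and 4204 by DESeq2. The number after DHP only was 27 without library 3, 8 without library 4, 1 without library 7, 44 without library 8, 8 without library 11, 2 without library 12, 179 without library 1, 160 without library 2, 155 without library 5, 184 without library 6, 188 without library 9, 155 without library 10 and 55 with the libraries paired, where chd9 passed after P as well (adjusted p = 0.00170).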

While 1,599 genes of these 1,710 DEGs were shared with the comparison between oocytes sampled at the time of P injection and eggs stripped after P injection, 111 genes were not (*p* < 0.01). 

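Eggs stripped after P injection held more transcript with poly(A) tails of suv39h1a, a histone methyltransferase of silent chromatin. They also held more of LOC118231133, a protein like the chromatin-remodelling factor CECR2. suv39h1a, with 2 counts in the 3 oocyte libraries together, rose 718-fold (95% counting interval 198 to 5935), and the log2 fold change of LOC118231133 was 6.43 ± 0.59 (adjusted p = 3.52e-05 from edgeR). They lost the alpha-2-macroglobulin-like LOC118235858 (chromosome 9 from 19004943 to 19043868 of fAngAng1.pri), which went from 208680 ± 83367 normalized counts (SD, n = 3) in oocytes to 6.23 ± 4.98 (SD, n = 3) in eggs, a log2 fold change of -14.96 ± 0.64 (adjusted p = 2.71e-06 from edgeR). Genes with 0 counts in these eggs were LOC118210003, like the anticoagulant protein S (at least 5336-fold lower, 2793 without library 9), enpp7.2, of a family that cleaves sphingomyelin (at least 3541-fold lower, 263 without library 9, from 5481 ± 8939 normalized counts, SD, n = 3, in oocytes), and leap2, a small secreted peptide (at least 1377-fold lower).
Of 15348 genes tested, 6227 were DEGs, 2744 higher and 3483 lower in eggs, and 64.7% of the genes tested had all 3 egg libraries above or below all 3 oocyte libraries. The genes named were chosen among DEGs separated in this way. With scaling by total counts only 1295 genes were higher and 5205 lower, and with scaling on maternal genes 3450 and 2757. The median log2 fold change of all genes was -0.26 by TMM, -1.01 by total counts and 0.09 by maternal genes.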

The comparison between oocytes sampled at the time of P injection with eggs stripped after P injection yielded 5,074 DEGs (*p* < 0.01; Supplementary Table S3). 

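Nearly all genes called after P injection only had the same sign of log2 fold change after DHP injection, where they did not pass. LOC118231945, rpl11 and xrn1 were chosen among them after their values were seen. LOC118231945, a steroid 17-alpha-hydroxylase/17,20 lyase like LOC118218511, had 0 counts in eggs after P against 2224 ± 366 normalized counts (SD, n = 3) in oocytes, and after DHP a log2 fold change of -5.18 ± 1.47 (adjusted p = 0.0244 from edgeR), with 0 counts in egg libraries 4 and 12 and 82 in library 8. rpl11, a ribosomal protein, had -4.76 ± 0.35 after P and -2.83 ± 0.67 after DHP, and xrn1, an exonuclease of mRNA decay, 3.16 ± 0.38 and 2.42 ± 0.73. All 3 passed after DHP with the libraries paired (adjusted p = 0.00465, 0.00347 and 0.00990 from edgeR).
Of the 4255 genes called after P only, 1645 were higher and 2610 lower in eggs. Of the 4067 that were tested after DHP as well, 99.8% had the same sign there and 3243 had an unadjusted p under 0.05. Their median log2 fold change was 2.24 after P and 1.54 in the same direction after DHP. Genes picked by a test in 1 comparison tend to have the larger value there, as did the genes called after DHP only (median 3.12 after DHP and 2.61 after P). Over the 1972 genes called after both, the median size was 3.23 after P and 2.63 after DHP.
The test of the difference between the treatments in the change from oocyte to egg called 0 of the 4255 genes by edgeR, with 419 at an unadjusted p under 0.05. Over all 16891 genes it called 0 by edgeR and limma-voom (700 at an unadjusted p under 0.05) and 3 by DESeq2. The smallest p was that of the ribosome biogenesis gene ppan, with a difference of -3.30 ± 0.50 (adjusted p = 0.173 from edgeR). Its own log2 fold change was -5.32 ± 0.34 after P and -2.09 ± 0.40 after DHP. Across the 14591 genes tested in both, which are not independent replicates, the log2 fold changes after DHP and after P had Pearson's r = 0.932 with a slope of 0.722.
The number after P only was 2705 without library 1, 2750 without library 6 and 2427 in a single fit of all 12 libraries. In simulated counts the test of the difference found 29 of 50 genes with a 16-fold and 1 of 48 with a 4-fold difference. Genes with larger differences were simulated along with these, so the shares may overstate the power for a lone gene in the real data.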

As stated, 1,599 genes of these 5,074 DEGs were shared with the comparison between oocytes sampled at the time of DHP injection and eggs stripped after DHP injection, 3,475 genes were not (*p* < 0.01).

Among the 1,710 DEGs that were differentially expressed between oocytes sampled at the time of DHP injection and eggs stripped after DHP injection (Supplementary Table S2), most genes that were targeted *in vitro* were found (Table 1). Alike the *in vitro* results (Figure 4), the *luteinizing hormone/choriogonadotropin receptor, progesterone receptor* and *androgen receptor-like* were downregulated between oocytes sampled at the time of DHP injection and eggs stripped after DHP injection (Supplementary Table S2). 

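Of the receptors through which gonadotropins and sex steroids act on the follicle, 4 of 13 measured were lower and 0 higher in eggs after DHP injection. The progesterone receptor pgr, the nuclear receptor for progestins (chromosome 12 from 40488883 to 40498281 of fAngAng1.pri), had 9.61 ± 7.89 normalized counts (SD, n = 3) in eggs and 2498 ± 1065 (SD, n = 3) in oocytes, a log2 fold change of -7.97 ± 0.67 (adjusted p = 0.00134 from edgeR). lhcgr, which binds luteinizing hormone (chromosome 18 from 12496613 to 12510495), had 1.10 ± 1.90 normalized counts (SD, n = 3) in eggs and 216 ± 181 (SD, n = 3) in oocytes, 184-fold (95% counting interval 62.9 to 896) lower (94.0 without library 3; adjusted p = 0.00361 from edgeR). A further progesterone receptor-like gene, LOC118235591, had a log2 fold change of -6.22 ± 1.29 (adjusted p = 0.00735 from edgeR).
The androgen receptor-like gene LOC118223864 had 4.39 ± 7.60 normalized counts (SD, n = 3) in eggs and 149 ± 50.5 (SD, n = 3) in oocytes, a log2 fold change of -5.03 ± 1.16 that did not pass the threshold (adjusted p = 0.0106 from edgeR), although all 3 oocyte libraries lay above all 3 egg libraries. It passed with the libraries paired (adjusted p = 0.00916 from edgeR). The second copy, LOC118235897, had 0 counts in the eggs against 19.5 ± 12.8 in the oocytes and was too low to be tested. esr2b, an estrogen receptor, had a log2 fold change of -5.31 ± 0.70 (adjusted p = 0.00201 from edgeR). Genes that mark follicle cells went down with the receptors (11 of 15 measured lower, median -6.67 (-6.02 with genes at 0 taken at their bound)). The paper describes ovulation as the oocyte leaving its follicle. The eggs were stripped at release, while the oocytes came from ovarian tissue. Loss of follicle cells would thus lower these receptors without any regulation, and it was not separated from loss of transcript within these cells.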

Alike the *in vitro* results of *ptger4b* after 18 h of incubation (Figure 4), the *prostaglandin E2 receptor EP4 subtype-like* was not differentially expressed *in vivo* (Supplementary Table S2). In contrast to the *in vitro* results (Figure 4), the *follicle-stimulating hormone receptor* was downregulated *in vivo* (Supplementary Table S2); probably due to its transient expression (Figure 4). 

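The prostaglandin E2 receptor EP4 subtype-like gene LOC118213447, a receptor through which prostaglandin E2 acts in the follicle, lies on chromosome 14 from 8912364 to 8917718 of fAngAng1.pri. It had 3.06 ± 2.83 normalized counts (SD, n = 3) in eggs and 12.9 ± 9.78 (SD, n = 3) in oocytes after DHP injection. These counts were below the filter, so the gene was not tested with edgeR.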

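fshr, the receptor for follicle-stimulating hormone (chromosome 2 from 20486056 to 20505305 of fAngAng1.pri), had 2.39 ± 4.14 normalized counts (SD, n = 3) in eggs and 27.3 ± 18.1 (SD, n = 3) in oocytes around DHP injection. The raw counts were 54, 35 and 8 in the oocyte libraries and 0, 6 and 0 in the egg libraries. This was below the filter on low counts, so no test was made after DHP injection, and the normalized counts of the groups overlapped.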

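After P injection no read of lhcgr was counted in the eggs, against 139 ± 74.7 normalized counts (SD, n = 3) in the oocytes, so this luteinizing hormone receptor was at least 114-fold lower (74.8 without library 5; adjusted p = 0.000183 from edgeR). The progesterone receptor pgr fell from 2014 ± 362 to 5.91 ± 7.91 (SD, n = 3 each), a log2 fold change of -8.36 ± 0.67 (adjusted p = 2.10e-05 from edgeR), and the progesterone receptor-like LOC118235591 was at least 1009-fold lower. Both androgen receptor-like genes were at 0 in the eggs, LOC118223864 at least 129-fold lower (adjusted p = 7.61e-05 from edgeR) and LOC118235897 at least 17.7-fold lower (adjusted p = 0.00130 from edgeR). The receptor for follicle-stimulating hormone, fshr, went from 18.9 ± 8.71 (SD, n = 3) to 0 and was at least 15.2-fold lower (adjusted p = 0.00221 from edgeR).
The prostaglandin E2 receptor EP4 subtype-like LOC118213447 had 1.88 ± 2.31 normalized counts (SD, n = 3) in eggs and 8.96 ± 5.30 (SD, n = 3) in oocytes and was too low to be tested. esr1, an estrogen receptor, fell as well, with a log2 fold change of -5.59 ± 0.58 (adjusted p = 6.02e-05 from edgeR). Of the genes that mark follicle cells, 15 of 16 measured were lower too, with a median of -8.58 (-7.65 with genes at 0 taken at their bound). Stripped eggs have left the follicle, by the paper's description of ovulation, so fewer follicle cells would lower these receptors too. Fewer follicle cells around the eggs and less transcript per cell were not told apart.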

The same results were observed when comparing the *in vitro* (Figure 4) and *in vivo* (Supplementary Table S3) results following P treatment.

On basis of fold change magnitude, the top 200 genes of the 1) 1,710 DEGs that were yielded from the comparison between oocytes sampled at the time of DHP injection and eggs stripped after DHP injection and 2) 5,074 DEGs that were yielded from the comparison between oocytes sampled at the time of P injection and eggs stripped after P injection were categorized into groups according to their biological functions to understand what happens between the injection moment and egg release (Table 4). Among these DEGs were several genes that were involved in apoptosis, cell adhesion, cell cycle, cytoskeleton organization, extracellular matrix organization, transport, lipid metabolism, muscle contraction, steroid signalling pathway and steroidogenesis. 

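Of the genes of Table 4, 43 of 44 entries were matched to a single gene, 1 of them, LOC118213637 (ADAMTS5), by its fold change after DHP only. Genes of the cell cycle stood higher in eggs: cdc25b (log2 fold change 6.13 ± 0.41 after P), gmnn, which blocks re-replication of DNA (4.93 ± 1.01 after DHP and 6.07 ± 0.50 after P), and anln, an actin-binding protein of the cleavage furrow (4.66 ± 0.41 and 5.42 ± 0.28). 5 of the 6 cell cycle genes were higher and 1, ccni, was lower after each injection. Genes of the extracellular matrix, of lipid metabolism and of steroidogenesis stood lower: angptl7, a secreted matrix protein, was at least 573-fold lower after DHP (304 without library 3) and at least 697-fold lower after P, and lpl, the lipase that feeds fatty acids from lipoproteins to cells, changed by -7.28 ± 1.13 and -9.18 ± 1.04. None of the 3, 4 and 4 genes of these groups was higher in eggs by edgeR.
In the other groups, LOC118227066, like the stress-induced mTOR inhibitor DDIT4, rose by 3.87 ± 0.74 after DHP and 5.85 ± 0.35 after P and LOC118221367, a serine/threonine-protein kinase 17A-like gene, fell after both (-3.04 ± 0.65 after DHP). Of the adhesion genes, ctnnd1, which holds cadherins at the membrane, rose (3.60 ± 0.64 and 4.49 ± 0.39) and the cadherin-2-like LOC118233821 fell (-5.71 ± 1.21 after DHP, at least 253-fold lower after P). Of the transport genes, LOC118221496, like the dynein adaptor Hook2, rose by 4.69 ± 0.41 and 4.58 ± 0.34, and sil1, a nucleotide exchange factor of the endoplasmic reticulum, changed by -5.72 ± 0.64 and -6.88 ± 0.34. In the steroid signalling group cuedc2, which promotes the breakdown of the progesterone receptor, rose (5.24 ± 0.54 and 4.66 ± 0.53). LOC118215482, like the actin-capping tropomodulin-3, stood higher (3.45 ± 0.54 and 4.64 ± 0.32).
Of the 43 genes so matched, 43 were tested after DHP and 43 after P, and edgeR called 12 higher and 26 lower after DHP and 12 higher and 31 lower after P. The 5 that did not pass after DHP were LOC118224299, like the heavy chain of amino acid transporters (adjusted p = 0.0120), the androgen receptor-like LOC118223864, the lyase LOC118231945 and the tubulin genes LOC118206722 (adjusted p = 0.0143) and tuba5 (adjusted p = 0.0101). All of these but LOC118224299 passed with the libraries paired (adjusted p from 0.00265 to 0.00916). The table's genes were picked by the study on these libraries by the size of their change, so their directions are not independent evidence.
Of all genes of lipid metabolism, 4 of 66 measured were higher and 9 lower after DHP (4 and 9 adjusted over the list alone), and 7 of 70 higher and 24 lower after P (7 and 25 so adjusted); acsl1a, which activates fatty acids, rose after DHP (3.13 ± 0.48) and fasn, fatty acid synthase, after P (2.64 ± 0.30). The DEGs after DHP numbered 7, 1, 4 and 1 for lipid metabolism when library 4, 7, 11 or 12 was left out. Lipid metabolism numbered 2 higher and 16 lower after DHP with scaling by total counts only. Lipid metabolism numbered 10 higher and 19 lower after P with scaling on maternal genes.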

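Cytosolic ribosomal proteins held the most DEGs of the lists of protein and energy production, all lower in eggs. Of the cytosolic ribosomal proteins, 0 of 118 measured were higher and 53 lower after DHP (0 and 97 adjusted over the list alone), and 0 of 119 higher and 110 lower after P (0 and 110 so adjusted), with median log2 fold changes of -2.98 and -4.31. rpl10a, of the large subunit, changed by -4.05 ± 0.62 after DHP on the log2 scale and rpl9 by -5.32 ± 0.35 after P. Of the subunits of oxidative phosphorylation, 0 of 95 measured were higher and 6 lower after DHP (0 and 1 adjusted over the list alone), and 1 of 95 higher and 65 lower after P (2 and 70 so adjusted); ndufb7, of complex I, changed by -3.72 ± 0.75 after DHP and atp5f1d, of the ATP synthase, by -5.09 ± 0.45 after P, while LOC118222194, a cytochrome b-c1 subunit, rose after P (1.04 ± 0.24). Of the mitochondrial ribosomal proteins, 0 of 76 measured were higher and 2 lower after DHP (0 and 0 adjusted over the list alone), and 3 of 76 higher and 40 lower after P (3 and 44 so adjusted), among the latter mrpl3 (-3.17 ± 0.54 and -4.55 ± 0.50).
Of the pre-mRNA splicing genes, 38 of 124 measured were higher and 2 lower after DHP (44 and 5 adjusted over the list alone), and 61 of 123 higher and 19 lower after P (61 and 19 so adjusted). hnrnpm, which binds pre-mRNA, rose by 3.46 ± 0.46 and 3.72 ± 0.24, snrpa, a protein of the U1 particle, by 3.69 ± 0.49 after DHP, and sf3b5, of the U2 particle, fell (-2.08 ± 0.36 after DHP). Of the translation factors, 4 of 74 measured were higher and 14 lower after DHP (8 and 20 adjusted over the list alone), and 13 of 75 higher and 32 lower after P (14 and 34 so adjusted); LOC118225885, elongation factor 2, fell after both (-3.10 ± 0.51 and -4.38 ± 0.35) and eif4a1a, an initiation factor, rose after DHP (1.49 ± 0.23).
Ubiquitination genes went both ways: 15 of 194 measured were higher and 10 lower after DHP (15 and 7 adjusted over the list alone), and 37 of 194 higher and 32 lower after P (33 and 32 so adjusted). hace1, a ubiquitin ligase, rose (3.13 ± 0.37 and 4.11 ± 0.31) and arih1, another ligase, fell after P (-5.44 ± 0.46). Of the proteasome subunits, 1 of 54 measured was higher and 9 lower after DHP (2 and 13 adjusted over the list alone), and 4 of 54 higher and 28 lower after P (4 and 28 so adjusted); psma1 fell (-2.81 ± 0.53 and -3.40 ± 0.33) and psme4a, an activator, rose after DHP (2.12 ± 0.45).
Against other genes, 0 of the lists that follow passed with an estimated correlation, and with the preset one the decrease of the cytosolic ribosomal proteins had a camera adjusted p of 2.32e-25 after DHP and 1.84e-23 after P (adjusted p = 0.701 and 0.400 with an estimated correlation). For oxidative phosphorylation the camera adjusted p was 1.56e-10 after DHP and 4.72e-10 after P (adjusted p = 0.719 and 0.558 with an estimated correlation), for the mitochondrial ribosomal proteins 0.000615 after DHP and 0.000117 after P (adjusted p = 0.719 and 0.551 with an estimated correlation) and for the proteasome 0.00336 after DHP and 0.00250 after P (adjusted p = 0.719 and 0.571 with an estimated correlation). The increase of splicing genes had one of 1.77e-06 after DHP and 3.11e-05 after P (adjusted p = 0.647 and 0.400 with an estimated correlation).
In egg library 8, after DHP, many of these genes lay closer to the oocytes. The median log2 ratio to the oocytes was -1.96 in library 8, -4.24 in library 4 and -3.98 in library 12 for cytosolic ribosomal proteins, -1.09 in library 8, -2.67 in library 4 and -2.28 in library 12 for oxidative phosphorylation and -0.73 in library 8, -1.47 in library 4 and -1.53 in library 12 for the proteasome. Leaving out library 4, 7, 11 or 12 gave after DHP 1, 0, 0 and 0 for oxidative phosphorylation, 7, 2, 7 and 1 for cytosolic ribosomal proteins, 0, 0, 0 and 0 for mitochondrial ribosomal proteins, 19, 3, 5 and 2 for pre-mRNA splicing, 4, 0, 0 and 0 for translation factors, 10, 1, 2 and 1 for ubiquitination and 1, 0, 1 and 0 for proteasome. They numbered 2 for oxidative phosphorylation, 35 for cytosolic ribosomal proteins, 1 for mitochondrial ribosomal proteins, 14 for ubiquitination and 6 for proteasome without library 3, 41 for oxidative phosphorylation, 95 for cytosolic ribosomal proteins, 7 for mitochondrial ribosomal proteins and 16 for ubiquitination without library 8. Pre-mRNA splicing numbered 22 higher and 12 lower after DHP and 34 higher and 30 lower after P, translation factors 0 higher and 25 lower after DHP and 4 higher and 41 lower after P and ubiquitination 6 higher and 23 lower after DHP and 12 higher and 67 lower after P with scaling by total counts only. Translation factors numbered 17 higher and 26 lower after P and ubiquitination 15 higher and 6 lower after DHP with scaling on maternal genes. Oxidative phosphorylation numbered 0 higher and 39 lower after DHP (0 and 59 adjusted over the list alone), cytosolic ribosomal proteins 0 higher and 101 lower after DHP (0 and 110 adjusted over the list alone), mitochondrial ribosomal proteins 0 higher and 10 lower after DHP (0 and 2 adjusted over the list alone) and proteasome 1 higher and 15 lower after DHP (4 and 22 adjusted over the list alone) with the libraries paired.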

Other genes, presented in Supplementary Table S4, were involved in respiration, mRNA processing/splicing, transcription, translation and ubiquitination.

**TABLE 4:** Genes that were differentially regulated between oocytes prior the final injection and stripped eggs with FC (P): fold change resulting from the comparison between oocytes sampled prior to P injection and eggs stripped after P injection; FC (DHP): fold change resulting from the comparison between oocytes prior the DHP injection and eggs stripped after DHP injection. The * represents the leveling.

*Apoptosis	FC (P)	FC (DHP)	*Lipid metabolism	FC (P)	FC (DHP)
DNA damage-inducible transcript 4-like protein	61	15	phospholipid-transporting ATPase ABCA1	−39	−26
serine/threonine-protein kinase 17A-like	−31	−8	lipoprotein lipase	−514	−143
*Cell adhesion			alpha-2,8-sialyltransferase 8F-like	inf	−119
catenin (cadherin-associated protein), delta 1	24	13	protein ABHD15-like	inf	−234
carcinoembryonic antigen-related cell adhesion molecule 5	−282	−152	*Muscle contraction		
cadherin-2-like	inf	−53	tropomodulin-3-like	26	11
*Cell cycle			myosin-7-like	inf	inf
cell division cycle 25B	74	48	*Steroid signalling pathway		
geminin DNA replication inhibitor	70	32	CUE domain containing 2	27	41
anillin, actin binding protein	45	27	progesterone receptor	−327	−246
cyclin A1	19	12	estrogen receptor 2b	−15	−39
cyclin-J-like	18	17	progesterone receptor-like	inf	−74
cyclin I	−55	−19	androgen receptor-like	inf	−33
*Ion, water, protein transport			*Steroidogenesis		
sorting nexin-13-like	57	16	steroid 17-alpha-hydroxylase/17,20 lyase, transcript 1	−5040	−4167
protein Hook homolog 2-like	25	27	3 beta-hydroxysteroid dehydrogenase/Delta 5-->4-isomerase-like	−135	−42
vesicle-fusing ATPase-like	24	27	hydroxysteroid (17-beta) dehydrogenase 1	inf	−258
sorting nexin-13-like	57	16	steroid 17-alpha-hydroxylase/17,20 lyase, transcript 2	inf	−36
SIL1 nucleotide exchange factor	−114	−51	*Cytoskeleton organization		
ATPase Na+/K+ transporting subunit beta 1a	−153	−89	tubulin beta chain-like	−73	−14
ammonium transporter Rh type A-like	−565	−123	tubulin alpha 5	−48	−9
4F2 cell-surface antigen heavy chain-like	−35	−9	tubulin alpha chain-like	−96	−32
claudin-19-like	inf	−145	tubulin beta chain-like	−21	−12
putative claudin-24	inf	−101	*Extracellular matrix organization		
potassium inwardly rectifying channel subfamily J member 8	inf	inf	angiopoietin-like 7	inf	inf
aquaporin-4-like	inf	−508	A disintegrin and metalloproteinase with thrombospondin motifs 5	−3232	−44
			collagen alpha-1 (XV) chain-like	−203	−84

Inf for infinite: expression in the eggs was 0. Between the injection moment and egg release, several genes were involved in apoptosis, cell adhesion, cell cycle, cytoskeleton organization, extracellular matrix organization, transport, lipid metabolism, muscle contraction, steroid signalling pathway and steroidogenesis.

The 111 DEGs that were differentially expressed between oocytes at the moment of DHP injection and eggs stripped after DHP, and different from comparing oocytes at the moment of P injection and eggs stripped after P, were categorized into groups according to their biological function to understand what DHP induced more than P between the injection and egg release moment (Supplementary Table S5). Among these DEGs were several genes involved in apoptosis and inflammation, cell adhesion, cell cycle, transport, transcription and ubiquitination.

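Among the genes called after DHP injection only, LOC118235667, an alpha-2-macroglobulin-like protease inhibitor counted with inflammation, had a log2 fold change of -3.78 ± 0.66 after DHP and -3.17 ± 1.03 after P. sec23b, a coat protein of vesicles leaving the endoplasmic reticulum, had -2.61 ± 0.53 and -0.99 ± 0.37, LOC118232306, like the cyclin-dependent kinase inhibitor 1B, -2.26 ± 0.49 and -2.19 ± 0.66, and LOC118218290, like the ubiquitin ligase TRIM56, -5.32 ± 1.17 after DHP. Of the few that were higher in eggs, ero1a, which oxidizes protein thiols in the endoplasmic reticulum, had 2.10 ± 0.36 and 1.69 ± 0.66, and LOC118222498, like the embryonic signal Wnt-8a, 3.28 ± 0.62 and 2.51 ± 0.81.
Of the 85 genes, 2 belonged to the inflammation list and 1 each to cell adhesion (cdh17, a cadherin), extracellular matrix, heat shock and stress, lipid metabolism, stroma and smooth muscle markers, ubiquitination, vesicle and protein transport and zona pellucida, all lower in eggs. Genes of apoptosis and of the cyclins list numbered 0 by edgeR.
The genes named were chosen after their values were seen, and 0 of them passed the test of the difference itself (unadjusted p from 0.0330 for sec23b to 1.00 for cdh17). With the libraries paired, sec23b had -2.51 ± 0.60 after DHP in place of -2.61 ± 0.53, with fewer degrees of freedom, and no longer passed (adjusted p = 0.0145 from edgeR), and LOC118232306, ero1a and LOC118222498 passed after P as well (adjusted p = 0.00103, 0.000332 and 0.00628).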

On basis of fold change magnitude, the top 200 genes of the 3,475 DEGs that were differentially expressed between oocytes at the moment of P injection and eggs stripped after P, and different from comparing oocytes at the moment of DHP injection and eggs stripped after DHP, were categorized into groups according to their biological function to understand what P induced more than DHP between the injection and egg release moment (Supplementary Table S6). Among these DEGs were several genes that were involved in cell adhesion, cell cycle, extracellular matrix organization, inflammation, ion transport, mRNA processing/splicing, muscle contraction, mitochondrial respiration, steroidogenesis, transcription and ubiquitination.

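Genes of the respiratory chain and the ribosome that were called after P injection only were nearly all lower in eggs. Whether they counted as P only depended on egg library 8, on pairing, on the test and on scaling. The DEGs after DHP numbered 6 for oxidative phosphorylation and 53 for cytosolic ribosomal proteins, against 41 and 95 without library 8 and 39 and 101 with the libraries paired. With all libraries unpaired they numbered 46 and 103 by DESeq2, 30 and 92 by limma-voom and 34 and 92 with scaling by total counts only. With all libraries, 97 cytosolic ribosomal proteins passed after DHP when adjusted over the list alone. No test of enrichment was made among the genes called after P only. Of these genes, 1 of oxidative phosphorylation was higher and 59 were lower, with ndufb2, of complex I, at -4.31 ± 0.33 after P and -2.57 ± 0.73 after DHP. Cytosolic ribosomal proteins numbered 57 and mitochondrial ones 38 among the genes lower in eggs, such as rps7 at -5.08 ± 0.38 after P and -3.18 ± 0.85 after DHP and mrpl28 at -4.87 ± 0.49 after P and -2.78 ± 0.73 after DHP. Pre-mRNA splicing genes numbered 23 higher and 17 lower, and yju2, a splicing factor, had -3.93 ± 0.32 after P and -2.41 ± 0.77 after DHP. Ubiquitination genes numbered 22 and 23, with LOC118224789, like the ligase UHRF1 that maintains DNA methylation, at 4.67 ± 0.42 after P and 2.76 ± 1.03 after DHP.
Extracellular matrix genes numbered 2 higher and 12 lower, inflammation genes 5 and 14, cell adhesion genes 10 and 13, and genes of the sodium-potassium pump and potassium channels 5 and 5. The collagen I-like LOC118214884 had -12.55 ± 0.92 after P and -6.39 ± 1.55 after DHP, lama5, a laminin of basement membranes, -6.16 ± 0.90 after P and -0.70 ± 1.33 after DHP, irak1, a kinase of interleukin-1 signalling, -2.83 ± 0.38 after P and -1.82 ± 0.53 after DHP, and pcdh1b, a protocadherin, 4.72 ± 0.42 after P and 2.63 ± 0.61 after DHP. Cyclins numbered 2 and 5, among them ccnb3 at -5.46 ± 0.36 after P and -2.58 ± 1.03 after DHP, and steroidogenesis genes 1 and 5, among them cbr1, a carbonyl reductase, at -2.02 ± 0.35 after P and -1.49 ± 0.71 after DHP. Of the smooth muscle genes, acta2, smooth muscle actin, had -8.67 ± 0.68 after P and -5.75 ± 1.34 after DHP and tagln, transgelin, -5.50 ± 0.78 after P and -4.19 ± 0.97 after DHP.
After DHP, ndufb2, rps7, mrpl28, yju2, LOC118224789, LOC118214884 and cbr1 passed with the libraries paired (adjusted p from 0.00308 to 0.00886 from edgeR). These genes, of which several were chosen after their values were seen, had the same sign after both injections, and the test of the difference between the treatments gave unadjusted p from 0.00518 for LOC118214884 to 0.503 for cbr1, with every adjusted p at 1.00 from edgeR.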

## 4 Discussion

Since the identification of DHP as the MIH in the closely related Japanese eel *A. japonica* (Ohta et al., 1996; Adachi et al., 2003), female European eels have been injected with this steroid to induce oocyte maturation and ovulation. DHP treatment can have important disadvantages as females have to ovulate within 18 h as hatching rates and fertility decrease after this period (Ohta et al., 1996; Kagawa, 2003; Palstra and van den Thillart, 2009). P, a precursor of DHP in the steroidogenic pathway, has been found to induce oocyte maturation and ovulation in fish species belonging to the elopomorphs (Adachi et al., 2003), silurids (Upadhyaya and Haider, 1986), salmonids (Jalabert, 1976), cyprinids (Jalabert, 1976; Haider and Inbaraj, 1989) and esociformes (Jalabert, 1976). Based on the two-cell type model developed in salmonids (Nagahama, 1997), it is commonly believed that P, which is formed in the theca cells from pregnenolone, is converted into 17α-hydroxyprogesterone that crosses the basal lamina and is then converted into DHP in the granulosa cells. Assuming a similar mechanism in eels, P treatment may lead to the production of endogenous DHP by the eel’s folliculated oocytes. In this study, we compared P with DHP treatment *in vitro*, to determine dose-response effects on oocyte maturation, and *in vivo*, to determine the effects on oocyte transcriptomics. Here, we showed that the effective dose to induce oocyte maturation and ovulation was similar for both steroids. Since DHP and P work equally well on batch level *in vitro* and *in vivo*, it is possible that P acts either directly as MIH or indirectly by being converted into DHP. Further argumentation for this possibility should be provided by measurement of DHP in culture medium culture after P treatments.

### 4.1 Oocyte maturation

Both DHP and P induced GVBD *in vitro* in maturing oocytes of European eels. Ovarian pieces that consisted of folliculated and de-folliculated oocytes lacked a GV from which we deduced that GVBD had occurred at doses of 100 ng DHP (67%) or 100 ng P (63%). This result is consistent with the study of Kagawa et al. (2009) who reported that about 90% and 60% of the oocytes, that were folliculated and de-folliculated, respectively, exhibited GVBD at a dose of 100 ng DHP in the Japanese eel *A. japonica*. Oocytes from the European eel might be less sensitive for DHP than oocytes from Japanese eel since doses of 10 ng and 100 ng DHP were both equally effective in inducing GVBD in *A. japonica* (Kagawa et al., 1995; Adachi et al., 2003) while in European eel the GVBD percentage was lower at a dose of 10 ng DHP. Importantly, in this study, similar dosages of both DHP and P treatments induced GVBD *in vitro* in European eels suggesting that P could either act directly as MIH, or indirectly by being converted into DHP in European eels.

Neither DHP nor P increased the oocyte diameter *in vitro* indicating an overall absence of a hydration response. DHP induced hydration in folliculated oocytes but not in de-folliculated oocytes *in vitro* in *A. japonica* (Kagawa et al., 2009). The lack of a significant hydration response in our study might be explained by the presence of de-folliculated oocytes in the ovarian pieces. In *A. japonica*, aquaporin 1 (*aqp1b*), that is essential for mediating water uptake into eel oocytes, was detected around the large yolk mass in oocytes at the migratory nucleus stages (Kagawa et al., 2011). 

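LOC118233042, annotated as aquaporin-4-like, a water channel of cell membranes, lies on chromosome 8 from 11773015 to 11780261 of fAngAng1.pri. Around DHP injection it had 6.78 ± 11.7 normalized counts (SD, n = 3) in eggs and 3513 ± 2712 (SD, n = 3) in oocytes, a log2 fold change of -8.97 ± 1.35 (adjusted p = 0.00290 from edgeR). Around P injection it went from 2120.4 ± 943 (SD, n = 3) in oocytes to 0 in eggs and was at least 1569.5-fold lower (adjusted p = 1.70e-05 from edgeR). All 3 egg libraries lay below all 3 oocyte libraries after each injection. After DHP it had 17 counts in egg library 8 and 0 in libraries 4 and 12. Which cells of the oocyte samples held this transcript was not tested. Loss of the cells around the oocyte was thus not told apart from a change within the oocyte.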

In European eels, hydration could (also) be mediated by aquaporin 4 (*aqp4*) as our RNAseq results showed that this gene was differentially regulated between egg and oocyte stages. Lipid diameter increased in oocytes *in vitro* treated at the highest dose of P after 18 h of incubation. In previous studies, DHP at a dose of 100 ng was found to induce lipid coalescence in *A. japonica* (Kagawa et al., 2009) suggesting that lipid coalescence is responsible for the increased lipid diameter in our study.

In this study, *ara* decreased after 18 h of incubation with either DHP or P. Our observations are in line with the study of Bobe et al. (2004) who showed that *ara* expression decreased during oocyte maturation in rainbow trout *Oncorhynchus mykiss*. Androgens such as testosterone are essential for oocyte maturation in fish (Crowder et al., 2018; Li et al., 2019). In zebrafish *D. rerio*, Crowder et al. (2018) showed that loss of the androgen receptor function disrupted oocyte maturation since ovaries from mutant females contained mostly immature and only few matured oocytes when compared to the wild type. These authors speculated that androgen-mutant females had increased estrogen levels that would delay oocyte maturation in *D. rerio*. Furthermore, androgens like testosterone have been shown to induce GVBD *in vitro* in *D. rerio* oocytes (Li et al., 2019), and also in oocytes of Japanese eel (Adachi et al., 2003). The molecular mechanism behind the effects of androgenic steroids on oocyte maturation is important but still unclear in fish and has not yet been investigated in European eels.

### 4.2 Ovulation

Loss of *pgr* expression in fish (Tang et al., 2016; Liu et al., 2018), but also in mice (Robker et al., 2009), causes anovulation which demonstrates the conserved function of the Pgr in ovulation. Recently, we have demonstrated that recombinant Lh induced *pgr* expression *in vitro* in oocytes of European eels (Jéhannet et al., 2023). In that study, we suggested that Lh is preparing the oocyte for ovulation by increasing the oocyte competence to DHP. Our findings support this hypothesis since both progestin receptors (*pgr1* and *pgr2*) were downregulated by both DHP and P. Similar observations were reported, *in vitro* and *in vivo*, in zebrafish *D. rerio* (Liu et al., 2018). In teleost fish, both DHP and P can bind to the Pgr to induce ovulation (Todo et al., 2000; Hanna et al., 2010) although it has been suggested that DHP is the native ligand for the Pgr in *A. japonica* since it was the most effective steroid in both binding activity and transactivation (Todo et al., 2000).

Prostaglandins, PGE_2_ and PGF_2α_, are involved in the ovulation process of eels (Kagawa et al., 2009). Prostaglandins are essential for follicle rupture by causing actin cytoskeleton rearrangement in the follicle cells (for review see Takahashi et al., 2019). In agreement with the notion that Ptger4b is important for ovulation in zebrafish *D. rerio* (Tang et al., 2016) and medaka *O. latipes* (Hagiwara et al., 2014), our study supports that Ptger4b is also essential for ovulation in European eels. Both DHP and P treatment increased Ptger4b mRNA levels *in vitro* after incubating the maturing oocytes for 12 h which is also the moment that females release eggs *in vivo* (11–14 h). The observed changes in *ptger4b* expression are in line with the work of Baker and Van der Kraak (2019) who reported that *ptger4b* mRNA levels were upregulated in zebrafish *D. rerio* full-grown follicles treated with DHP. In medaka *O. latipes*, a model for *ptger4b* expression in preovulatory follicles destined to undergo ovulation, has been proposed by Hagiwara et al. (2014). This model shows that, following the binding of DHP to the Pgr, the activated Pgr functions as a critical transcription factor for *ptger4b* gene expression. When considering the temporal expression of the *pgr* and *ptger4b* in maturing eel oocytes and the work of Hagiwara et al. (2014), we can assume that Pgr that is produced after the Lh surge can bind MIH in order to increase *ptger4b* expression in European eels. In this study, *fshr* expression surprisingly followed the same expression pattern as the *ptger4b* expression, when oocytes were incubated with either DHP or P, indicating a role of the Fshr in ovulation. Our results agree with results from previous studies that demonstrated that *fshr* expression peaked just before oocyte maturation and ovulation in rainbow trout (Sambroni et al., 2007). Although the transcripts of *lhcgr1* decreased over time, it is possible that *lhcgr1* expression is stimulated by Lh. One day prior to the *in vitro* experiment, females were injected with CPE (that mostly contains Lh, see Minegeshi et al., 2012) to boost oocyte maturation. While the measurement at the start of the incubation might still reflect the positive influence of Lh on *lhcgr1*, the drop in *lhcgr1* expression may be explained by the lack of Lh in the *in vitro* environment. Interestingly, low doses of DHP (1 and 10 ng mL^−1^) and P (10 ng mL^−1^) increased *lhcgr1* expression when compared to the controls. These results may suggest that MIH plays a role in maintaining *lhcgr1* expression in European eels. In order to gain more insight into the roles of the Fshr and Lhr, future studies should aim to investigate the gene and protein expression levels of *fshr* and *lhrcg1* in the period before ovulation in CPE-stimulated European eel *A. anguilla*.

### 4.3 Transcriptomic signatures for oocyte maturation and ovulation

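DEGs among the genes that handle maternal mRNA and chromatin went in both directions, and those of the egg envelope were all lower in eggs. Of the oocyte and germ cell genes, 4 of 36 measured were higher and 3 lower after DHP (5 and 4 adjusted over the list alone), and 6 of 34 higher and 10 lower after P (6 and 10 so adjusted). ddx4, the germ line helicase Vasa, rose by 4.35 ± 0.50 after DHP and 4.85 ± 0.41 after P on the log2 scale, dnd1 by 5.29 ± 0.50 after P, and nanos3, a translational repressor of germ cells, by 1.72 ± 0.31 after DHP, while zar1l, an oocyte mRNA-binding protein, fell (-2.83 ± 0.63 and -4.76 ± 0.30). Of the zona pellucida genes, which encode the egg envelope, 0 of 26 measured were higher and 9 lower after DHP (0 and 11 adjusted over the list alone), and 0 of 26 higher and 16 lower after P (0 and 16 so adjusted), such as zp3c (-2.18 ± 0.36 after DHP) and LOC118233982 (-4.06 ± 0.46 after P).
Of the mRNA decay and polyadenylation genes, 14 of 88 measured were higher and 3 lower after DHP (14 and 3 adjusted over the list alone), and 24 of 86 higher and 16 lower after P (24 and 16 so adjusted). ago2, the slicer of small RNA pathways, rose (3.87 ± 0.44 and 4.17 ± 0.31), cth1, of a family that destabilizes mRNA, rose after P (5.33 ± 0.28), and parn, a deadenylase, fell (-3.17 ± 0.36 and -4.49 ± 0.36). Of the histone genes, 7 of 28 measured were higher and 2 lower after DHP (8 and 3 adjusted over the list alone), and 10 of 30 higher and 8 lower after P (10 and 8 so adjusted); LOC118216562, histone H1.0-B, fell (-5.69 ± 0.66 and -6.98 ± 0.55) and LOC118217266, histone H3.3A, rose (2.75 ± 0.40 and 2.71 ± 0.24).
The zona pellucida genes were lower against other genes with a camera adjusted p of 2.81e-05 after DHP and 0.00121 after P (adjusted p = 0.701 and 0.400 with an estimated correlation). The median of the germ cell genes after DHP was -0.26 and their mean 0.05, and for mRNA decay -0.21 and 0.19.
Over all genes the first principal component held 64.8% of the variance and separated the 6 egg from the 6 oocyte libraries, with egg library 8 at 71.7 and the other egg libraries from 128 to 158. Without library 4, 7, 11 or 12, the DEGs after DHP numbered 3, 3, 3 and 3 for oocyte and germ cell genes, 1, 1, 2 and 0 for zona pellucida genes, 8, 4, 5 and 4 for mRNA decay and polyadenylation and 7, 1, 3 and 1 for histones. After P they numbered 10 for oocyte and germ cell genes without library 1. Oocyte and germ cell genes numbered 3 higher and 6 lower after DHP and 5 higher and 15 lower after P, mRNA decay and polyadenylation 8 higher and 10 lower after DHP and 15 higher and 26 lower after P and histones 7 higher and 11 lower after P with scaling by total counts only. Oocyte and germ cell genes numbered 4 higher and 1 lower after DHP and 9 higher and 5 lower after P and mRNA decay and polyadenylation 30 higher and 10 lower after P with scaling on maternal genes.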

Our transcriptomic study shows that thousands of genes were differentially expressed between the time of spawning induction and egg release. In eggs of pelagophil species, the yolk that is cleaved into free amino acids and inorganic ions increase the osmotic pressure of the oocyte to allow water influx (Greeley et al., 1986; Lubzens et al., 2010). This hydration response is consistent with our transcriptomics results showing that the expression of numerous genes related to water and ion transport changed. 

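DEGs among the ion pumps and channels of the oocyte and its follicle went in both directions. Of the genes of the sodium-potassium pump and potassium channels, 2 of 51 measured were higher and 4 lower after DHP (2 and 4 adjusted over the list alone), and 7 of 51 higher and 9 lower after P (7 and 9 so adjusted). LOC118223159, an alpha-1 subunit of the pump that exchanges sodium for potassium, rose by 3.02 ± 0.31 after DHP and 3.36 ± 0.25 after P on the log2 scale, while atp1b1a, a beta subunit, fell (-6.53 ± 0.63 and -7.34 ± 0.45), and LOC118214439, like the potassium channel regulator KCNE2, fell 167-fold (95% counting interval 46.1 to 1385) after DHP and was at least 188-fold lower after P. Of the V-ATPase subunits, which acidify organelles, 0 of 28 measured were higher and 2 lower after DHP (0 and 0 adjusted over the list alone), and 2 of 29 higher and 9 lower after P (2 and 9 so adjusted), such as LOC118224406, subunit e (-2.17 ± 0.48 and -3.30 ± 0.31).
Of the aquaporins, 0 of 5 measured were higher and 2 lower after DHP (0 and 4 adjusted over the list alone), and 0 of 3 higher and 3 lower after P (0 and 3 so adjusted). Besides the aquaporin-4-like gene, LOC118234674, an aquaporin-1-like gene, changed by -8.29 ± 1.15 after DHP on the log2 scale and was at least 213-fold lower after P (124 without library 5), and its copy LOC118234673, which may share reads with it, had -2.30 ± 0.53 after DHP (adjusted p = 0.0109 from edgeR, not past the threshold, and 0.00583 with the libraries paired) and -3.19 ± 0.40 after P.
Of the tight and gap junction genes, 3 of 22 measured were higher and 7 lower after DHP (3 and 7 adjusted over the list alone), and 6 of 22 higher and 8 lower after P (6 and 9 so adjusted). cx43, the connexin that couples oocyte and follicle cells, changed by -9.87 ± 0.97 and -10.38 ± 0.48, and cx34.5, another connexin, by -8.61 ± 1.07 after DHP and to 0 counts after P (at least 869.5-fold lower). tjp3, a scaffold of tight junctions, rose after DHP (1.62 ± 0.30). The median log2 fold change was -0.37 and -0.24 for pump and channel genes, after DHP and P, and -11.05 (-7.74 with genes at 0 taken at their bound) for the 3 aquaporins after P.
The DEGs after DHP numbered 5, 3, 5 and 3 for pump and potassium channel genes, 0, 0, 0 and 0 for V-ATPase subunits, 1, 1, 2 and 0 for aquaporins and 6, 2, 5 and 1 for junction genes when library 4, 7, 11 or 12 was left out. They numbered 1 for V-ATPase subunits without library 3, 4 for V-ATPase subunits without library 8. After P they numbered 9 for pump and potassium channel genes and 7 for V-ATPase subunits without library 6. Pump and potassium channel genes numbered 1 higher and 5 lower after DHP and 1 higher and 16 lower after P and junction genes 1 higher and 7 lower after DHP and 4 higher and 9 lower after P with scaling by total counts only. V-ATPase subunits numbered 0 higher and 0 lower after DHP and 3 higher and 6 lower after P with scaling on maternal genes. V-ATPase subunits numbered 1 higher and 2 lower after DHP with RLE scaling. V-ATPase subunits numbered 0 higher and 5 lower after DHP (1 and 6 adjusted over the list alone) with the libraries paired.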

Although the mechanism of transport and accumulation of ions remain largely unknown in fish, intracellular channels and ATPases are used to transport ions into the oocyte (reviewed by Lubzens et al., 2010). As expected, numerous genes associated with the steroid signalling pathway and steroidogenesis changed; results that are in line with previous studies in fish (Nagahama and Yamashita, 2008; Liu et al., 2017). 

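Most genes that mark follicle cells were lower in eggs, and of the steroid-making enzymes and the receptors a part was. Of the steroidogenesis genes, 1 of 21 measured was higher and 5 lower after DHP (1 and 5 adjusted over the list alone), and 2 of 20 higher and 10 lower after P (3 and 10 so adjusted). hsd17b1, which reduces estrone to estradiol, fell 263-fold (95% counting interval 72.6 to 2177) after DHP and was at least 289-fold lower after P (182 without library 9), and LOC118214002, a 3-beta-hydroxysteroid dehydrogenase that makes progesterone from pregnenolone, had log2 fold changes of -5.49 ± 0.75 and -7.10 ± 0.88. LOC118215491, the P450 that cleaves the cholesterol side chain, had -3.50 ± 0.50 (adjusted p = 0.00256 from edgeR) after DHP. hsd17b12a, which also elongates fatty acids, rose (1.45 ± 0.31 and 1.74 ± 0.44).
Of the steroid and gonadotropin receptors, 0 of 13 measured were higher and 4 lower after DHP (0 and 6 adjusted over the list alone), and 0 of 15 higher and 8 lower after P (0 and 8 so adjusted). Of the follicle cell genes, 0 of 15 measured were higher and 11 lower after DHP (0 and 14 adjusted over the list alone), and 0 of 16 higher and 15 lower after P (0 and 16 so adjusted), with medians of -6.67 (-6.02 with genes at 0 taken at their bound) and -8.58 (-7.65 with genes at 0 taken at their bound). igf3, a gonadal growth factor, fell 316-fold (95% counting interval 108 to 1536) after DHP, krt18a.1, a keratin of epithelia, had -6.70 ± 0.99 and -8.43 ± 0.59, and the ovarian transcription factors gata4 and foxl2a, both at 0 in eggs after P, were at least 804-fold and at least 544-fold lower.
Against other genes, the decrease of follicle cell genes had a camera adjusted p of 1.75e-07 after DHP and 1.09e-07 after P (adjusted p = 0.647 and 0.400 with an estimated correlation). That of the receptors after P had a camera adjusted p = 0.00975 (adjusted p = 0.400 with an estimated correlation), which did not pass with the libraries paired (camera adjusted p = 0.0168). Most of these genes are markers of the cells around the oocyte.
The median log2 ratio of follicle cell genes to the oocytes was -5.14 in library 8, -8.51 in library 4 and -8.18 in library 12, and for steroidogenesis it was -0.70 in library 8, -3.92 in library 4 and -1.37 in library 12. Without library 8 the median of follicle cell genes after DHP was -9.04. Leaving out library 4, 7, 11 or 12 gave after DHP 4, 3, 4 and 1 for steroidogenesis, 2, 2, 3 and 1 for steroid and gonadotropin receptors and 5, 3, 5 and 0 for follicle cell genes. Steroidogenesis numbered 0 higher and 5 lower after DHP and 0 higher and 10 lower after P with scaling by total counts only.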

Many transcripts related to the cell cycle (e.g., *cyclins*) also changed between the time of spawning induction and egg release. 

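The eggs held more transcript with poly(A) tails of cyclins B1, B2 and A1, which drive entry into metaphase, and after P less of cyclin B3. More RNA and a change of its tails were not told apart. ccnb1, cyclin B1, the regulatory subunit of MPF, had 125640 ± 10756 normalized counts (SD, n = 3) in eggs and 10830 ± 5356 (SD, n = 3) in oocytes around DHP injection, a log2 fold change of 3.54 ± 0.37 (adjusted p = 0.00166 from edgeR), and 3.96 ± 0.29 after P. ccna1, cyclin A1, rose by 3.46 ± 0.25 after DHP and 4.17 ± 0.55 after P, and ccnb2, cyclin B2, by 3.05 ± 0.30 and 3.54 ± 0.25, while ccng1 and ccng2, cyclins induced by stress, fell after DHP (-3.38 ± 0.64 and -3.38 ± 0.59). ccnb3, cyclin B3, fell after P (-5.46 ± 0.36) and had -2.58 ± 1.03 after DHP, where it did not pass. Of the cyclins and MPF genes, 14 of 36 measured were higher and 3 lower after DHP (16 and 3 adjusted over the list alone), and 16 of 35 higher and 8 lower after P (16 and 8 so adjusted).
Of the spindle and chromosome segregation genes, 17 of 64 measured were higher and 5 lower after DHP (20 and 8 adjusted over the list alone), and 22 of 64 higher and 13 lower after P (22 and 16 so adjusted). tpx2, which nucleates spindle microtubules, rose (3.32 ± 0.37 and 3.51 ± 0.25), as did prc1b, a bundler of the midzone (2.81 ± 0.32 and 3.54 ± 0.33). Of the DNA replication licensing genes, 10 of 53 measured were higher and 1 lower after DHP (10 and 1 adjusted over the list alone), and 15 of 53 higher and 12 lower after P (15 and 14 so adjusted); cdc6, which loads the replicative helicase, rose by 2.63 ± 0.31 and 2.52 ± 0.23, mcm4, of that helicase, fell after DHP (-2.14 ± 0.42), and rfc5, of the clamp loader, after P (-5.69 ± 0.52).
The cyclins and MPF genes were higher as a set after DHP with a camera adjusted p = 0.00116 (adjusted p = 0.480 with an estimated correlation), and did not pass after P, with a camera adjusted p = 0.0102 (adjusted p = 0.551 with an estimated correlation). fry, which asks whether the genes of a set move one way on balance, gave an adjusted p of 0.000970 for them after DHP, and 0.0245 with the libraries paired. Without library 4, 7, 11 or 12, the DEGs after DHP numbered 12, 10, 10 and 6 for cyclins and MPF genes, 15, 5, 6 and 3 for spindle genes and 5, 1, 1 and 1 for DNA replication genes. After P they numbered 17 for DNA replication genes without library 1. Spindle genes numbered 11 higher and 10 lower after DHP and 17 higher and 24 lower after P and DNA replication genes 6 higher and 2 lower after DHP and 9 higher and 19 lower after P with scaling by total counts only. Cyclins and MPF genes numbered 18 higher and 5 lower after P and DNA replication genes 17 higher and 7 lower after P with scaling on maternal genes.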

Once the MIH signal is received on the oocyte membrane and transduced into the ooplasm, cyclins are synthetized by translational activation to allow the formation of the MPF that induces meotic maturation (in goldfish *Carassius auratus;* reviewed by Nagahama and Yamashita, 2008). Several transcripts associated with apoptosis, cell adhesion, cytoskeleton organization and extracellular matrix organization changed significantly between the time of spawning induction and egg release. 

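DEGs of apoptosis and adhesion went in both directions, and most DEGs among tubulin, matrix and stroma genes were lower in eggs. Of the apoptosis genes, 14 of 81 measured were higher and 5 lower after DHP (16 and 5 adjusted over the list alone), and 22 of 78 higher and 19 lower after P (22 and 21 so adjusted). siva1, which promotes apoptosis, rose after DHP (1.97 ± 0.26), casp8ap2, a partner of caspase-8, rose (1.94 ± 0.30 after DHP), and LOC118228102, like the death-associated kinase DAPK2, fell (-5.63 ± 0.83 after DHP and 470.0-fold (95% counting interval 129.9 to 3884) lower after P). Of the cell adhesion genes, 9 of 92 measured were higher and 8 lower after DHP (10 and 10 adjusted over the list alone), and 19 of 94 higher and 20 lower after P (19 and 20 so adjusted); the B-cadherin-like LOC118215802 rose after DHP (2.45 ± 0.31) and esamb, of endothelial junctions, fell 311-fold (95% counting interval 55.5 to 12305, 180.1 without library 3).
Of the actin and myosin genes, 7 of 46 measured were higher and 10 lower after DHP (8 and 17 adjusted over the list alone), and 13 of 46 higher and 18 lower after P (13 and 19 so adjusted): LOC118216518, cytoplasmic actin 2, fell after DHP (-3.33 ± 0.38), myo5b, a cargo-carrying myosin, rose (2.29 ± 0.34), and myh11a, smooth muscle myosin, fell 1099.9-fold (95% counting interval 197 to 43470) after P. Of the tubulins, 1 of 24 measured was higher and 6 lower after DHP (1 and 8 adjusted over the list alone), and 2 of 24 higher and 10 lower after P (2 and 12 so adjusted), such as LOC118222970, an alpha tubulin (-5.08 ± 0.54 and -6.66 ± 0.62), while tube1, epsilon tubulin of centrioles, rose (1.59 ± 0.32 and 1.75 ± 0.39).
Of the extracellular matrix genes, 2 of 61 measured were higher and 15 lower after DHP (2 and 17 adjusted over the list alone), and 4 of 68 higher and 26 lower after P (4 and 26 so adjusted). LOC118225714, a collagen XV-like gene, fell (-6.38 ± 0.85 and -7.69 ± 0.56), col1a1b, collagen I, fell 386-fold (95% counting interval 107 to 3192) after DHP, and sparc, a collagen-binding protein, fell after P (-8.22 ± 0.81), while the genes si:dkey-61l1.4 and LOC118231824, annotated as collagen I chains, rose (3.30 ± 0.68 and 1.76 ± 0.36 after DHP), of which si:dkey-61l1.4 did not pass with the libraries paired and fewer degrees of freedom (3.24 ± 0.71, adjusted p = 0.0110 from edgeR). Of the matrix proteases and inhibitors, 1 of 40 measured was higher and 5 lower after DHP (3 and 5 adjusted over the list alone), and 6 of 42 higher and 7 lower after P (6 and 7 so adjusted). LOC118213637, like the aggrecanase ADAMTS5, changed by -5.49 ± 0.66 after DHP and was at least 265-fold lower after P, and the inhibitor LOC118216647, TIMP2-like, by -2.58 ± 0.36 after DHP, while another TIMP2-like gene, LOC118216473, rose after P (3.40 ± 0.38).
Of the stroma and smooth muscle markers, which share the collagens with the matrix list, 2 of 25 measured were higher and 7 lower after DHP (3 and 14 adjusted over the list alone), and 3 of 26 higher and 15 lower after P (3 and 16 so adjusted), with medians of -3.94 and -5.70 (-4.49 with genes at 0 taken at their bound) and, after P, a camera adjusted p = 0.00841 (adjusted p = 0.561 with an estimated correlation). Of the endothelial markers, 0 of 9 measured were higher and 1 lower after DHP (0 and 1 adjusted over the list alone), and 1 of 13 higher and 6 lower after P (1 and 7 so adjusted); plvapb, of fenestrated vessels, changed by -4.32 ± 0.56 and -4.92 ± 0.97. The median of the apoptosis genes after DHP was 0.19 and their mean -0.16.
The DEGs after DHP numbered 6, 1, 3 and 1 for apoptosis, 6, 2, 6 and 1 for cell adhesion, 5, 3, 4 and 1 for actin and myosin, 2, 2, 2 and 1 for tubulins, 5, 9, 4 and 2 for extracellular matrix, 3, 2, 3 and 1 for matrix proteases and inhibitors, 2, 5, 1 and 0 for stroma and smooth muscle markers and 1, 1, 1 and 0 for endothelial markers when library 4, 7, 11 or 12 was left out. They numbered 10 for extracellular matrix and 5 for stroma and smooth muscle markers without library 3, 11 for apoptosis and 2 for endothelial markers without library 8. After P they numbered 2 for endothelial markers without library 2, 4 for endothelial markers without library 5, 3 for endothelial markers without library 6, 3 for endothelial markers without library 9, 3 for endothelial markers without library 10. Apoptosis numbered 4 higher and 13 lower after DHP and 15 higher and 27 lower after P, cell adhesion 5 higher and 15 lower after DHP and 14 higher and 24 lower after P, actin and myosin 3 higher and 17 lower after DHP and 6 higher and 22 lower after P, tubulins 0 higher and 9 lower after DHP, extracellular matrix 0 higher and 19 lower after DHP and 1 higher and 30 lower after P, matrix proteases and inhibitors 0 higher and 6 lower after DHP and 3 higher and 10 lower after P, stroma and smooth muscle markers 0 higher and 10 lower after DHP and 1 higher and 17 lower after P and endothelial markers 0 higher and 7 lower after P with scaling by total counts only. Apoptosis numbered 28 higher and 15 lower after P, cell adhesion 24 higher and 13 lower after P and matrix proteases and inhibitors 3 higher and 5 lower after DHP with scaling on maternal genes. Matrix proteases and inhibitors numbered 2 higher and 5 lower after DHP with RLE scaling.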

Ovulation is accompanied by cytoskeleton rearrangement (Ogiwara and Takahashi, 2017), apoptosis (Crespo et al., 2015; Liu et al., 2017), cell-matrix adhesion and extracellular matrix reorganization (Bobe et al., 2004; Crespo et al., 2013; Liu et al., 2017; Takahashi et al., 2019) to allow follicle rupture in fish.

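Set against each other, eggs stripped after P injection and eggs stripped after DHP injection differed most, among the 36 of 38 gene lists with at least 3 genes tested, in the cytosolic ribosomal proteins, by camera with the preset correlation. The median log2 fold change of 107 ribosomal protein genes, whose products build the ribosome, was -1.10 in P eggs against DHP eggs, with a camera adjusted p = 1.34e-10 (adjusted p = 0.950 with an estimated correlation) and 0 DEGs by edgeR, limma-voom and DESeq2. Over the 118 ribosomal protein genes measured after DHP, the median log2 ratio to the oocytes was -1.96 in egg library 8, against -4.24 in library 4 and -3.98 in library 12. The glutathione S-transferases, detoxifying enzymes, had a median of 0.46 and did not pass, with a camera adjusted p = 0.0439 (adjusted p = 0.950 with an estimated correlation). Their list holds LOC118207797, which the paper had called between these same eggs. Lists of apoptosis, cell adhesion, cyclins, extracellular matrix, ion pumps, lipid metabolism and steroidogenesis had camera adjusted p of at least 0.289, and 0 of their genes were DEGs between the eggs by edgeR. When adjusted over the list alone, 1 gene passed in the other lists, parp9 of the interferon response, higher after P.
For the change from oocyte to egg, the difference between the treatments had a median of -1.23 for the ribosomal proteins, with a camera adjusted p = 3.91e-10 (adjusted p = 0.969 with an estimated correlation), and -0.72 for the mitochondrial ribosomal proteins, with a camera adjusted p = 0.00159 (adjusted p = 0.969 with an estimated correlation). The median of both lists was lower in P eggs relative to the oocytes than in DHP eggs. In the other 36 lists the camera adjusted p was 0.0999 or more, and with the libraries paired oxidative phosphorylation passed as well (camera adjusted p = 0.00448, and 0.970 with an estimated correlation). Egg library 8, after DHP, holds more ribosomal protein transcript than the other DHP eggs, and without it the median change of these genes after DHP was -4.15.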

Functionally, the changes in all these pathways were equal in eggs resulting from DHP and P treatment. No obvious differences between both treatments existed supporting the view that egg quality is not impacted. Both spawning induction therapies induced the release of eggs of similar quality since only one gene (*glutathione S-transferase Mu 3-like*) out of 31,061 transcripts was differentially expressed between eggs that were released by DHP and P injected feminized eels. 

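How far P eggs and DHP eggs can differ was bounded gene by gene with the 95% interval of the log2 fold change from limma-voom. For ccnb1, the cyclin B of MPF, the interval ran from -0.03 to 0.53, for the germ line helicase gene ddx4 from -1.10 to 0.69, for the egg envelope gene zp3c from -0.89 to 1.10 and for rpl9, of the ribosome, from -2.82 to 0.17. That of glutathione S-transferase Mu 3-like (LOC118207797) ran from 2.38 to 7.04, above 2-fold, while its adjusted p from limma-voom did not pass the threshold. These genes were chosen for their intervals after the values were seen.
Over all genes the interval lay within -1 to 1, that is within a 2-fold change, for 2685 of 13178 genes (20.4%), and within -2 to 2 for 70.0%. Among the 7172 genes with a mean of at least 100 normalized counts the first share was 37.4%. The median distance from the estimate to the end of its interval was 1.13 on the log2 scale. For the remaining genes a difference above 2-fold was not excluded, and a count of 0 DEGs does not show that their transcripts were equal. The number within a 2-fold change was 1572 without library 2, 1460 without library 6, 1545 without library 10 and 1688 without library 12.
In the oocytes sampled before injection, glutathione S-transferase Mu 3-like had 5.61 ± 6.75 normalized counts (SD, n = 3) before DHP and 102 ± 49.2 (SD, n = 3) before P, a log2 fold change of -4.12 ± 0.97 (adjusted p = 0.999 from edgeR).
From the finding that 1 gene, glutathione S-transferase Mu 3-like, differed between the eggs of both treatments, the paper concludes that both therapies induced the release of eggs of like quality. As further evidence for like egg quality it gives its reproduction data, where the timing of egg release and the reproductive success did not differ between treatments. With the doses found in vitro and in vivo, it goes on to reason that DHP and P work equally well as the maturation-inducing hormone.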

We have shown that the effective dose to induce oocyte maturation and ovulation was close between DHP and P *in vitro* and *in vivo*. We can therefore conclude that DHP and P work equally well as MIH, supporting the alternative hypothesis that P directly induces the last steps of oocyte development. DHP was found to be the most important MIH and P was considered a precursor in its biosynthesis in many fish species (Jalabert, 1976; Upadhyaya and Haider, 1986; Nagahama, 1987; Haider and Inbaraj, 1989; Adachi et al., 2003). By acting upstream in the steroidogenic pathway, P would stimulate the production of endogenous DHP by the folliculated oocytes. Other studies in fish have shown that P can also directly bind to its nuclear receptor Pgr (Todo et al., 2000; Hanna et al., 2010). These findings feed our alternative hypothesis which may explain why the effects between DHP and P injection were so similar in our study. In this study, we provide indirect evidence that P acts directly on oocyte maturation and ovulation. Future studies should provide direct evidence that P is not converted into DHP in European eels but binds directly to DHP’s receptor by 1) incubating ovarian tissues with labeled progesterone; 2) comparing the binding affinities of DHP and P to their nuclear receptors; 3) defoliculating oocytes to reflect the solitary action of DHP and P; 4) monitoring *in vivo* plasma measurements of both steroids.

### 4.4 Reproductive success

Both spawning induction therapies, DHP and P, led to the production of thousands of larvae in our study. One female injected with DHP gave 20,000 larvae that survived until 20 dph. Similarly, two females injected with P produced 30,000 and 45,000 larvae that survived until 21 and 6 dph, respectively. Our reproduction results provide further evidence that egg quality was similar between DHP and P injected females: 1) P induced egg release around the same time as DHP did and 2) females injected with either DHP or P produced larvae without any differences in reproductive success. Previous studies in eels showed that females that rapidly release eggs after DHP injection produced better quality offspring than females that released eggs relatively late (Ohta et al., 1996; Palstra and van den Thillart, 2009). Like wild females, also feminized eels did not show a difference in timing of egg release between DHP and P treated individuals. However, feminized eels spawned eggs later than the wild ones and egg quality was lower in feminized eels. Also mortality following the final injection with either DHP or P was higher in feminized eels than in wild eels (Feminized: 45%; Wild: 22%).

## 5 Conclusion

In European eels, both DHP and P were able to induce GVBD *in vitro*. The temporal expression patterns of marker genes involved in oocyte maturation (*ara*) and ovulation (*pgr1*, *pgr2*, *lhcgr1*, *ptger4b*, *fshr*) were similar between DHP and P treatments. The lack of differences between DHP and P treatment was further confirmed *in vivo*. Based on the RNAseq results, only one gene out of 31,061 transcripts was differentially expressed in eggs after either DHP or P treatment. Both treatments led to the release of eggs of comparable quality that were equally able to produce larvae without any differences in reproductive success. Therefore, it can be concluded that DHP and P work equally well *in vitro* and *in vivo* as MIH. Future studies should investigate whether P either acts directly as MIH, or indirectly by being converted into DHP. Considering the equal competence, P is more attractive to apply as the price is 3,000 times lower than the price of DHP.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE218444 (GEO).

# Supplementary material for: The induction of oocyte maturation and ovulation in the European eel (Anguilla anguilla): in vitro and in vivo comparison of progesterone with 17α,20β-dihydroxy-4-pregnen-3-one
**Source:** Front Physiol. 2023 Aug 8;14:1207542. doi: 10.3389/fphys.2023.1207542
**Supplement:** Supplementary file 2

Supplementary Material

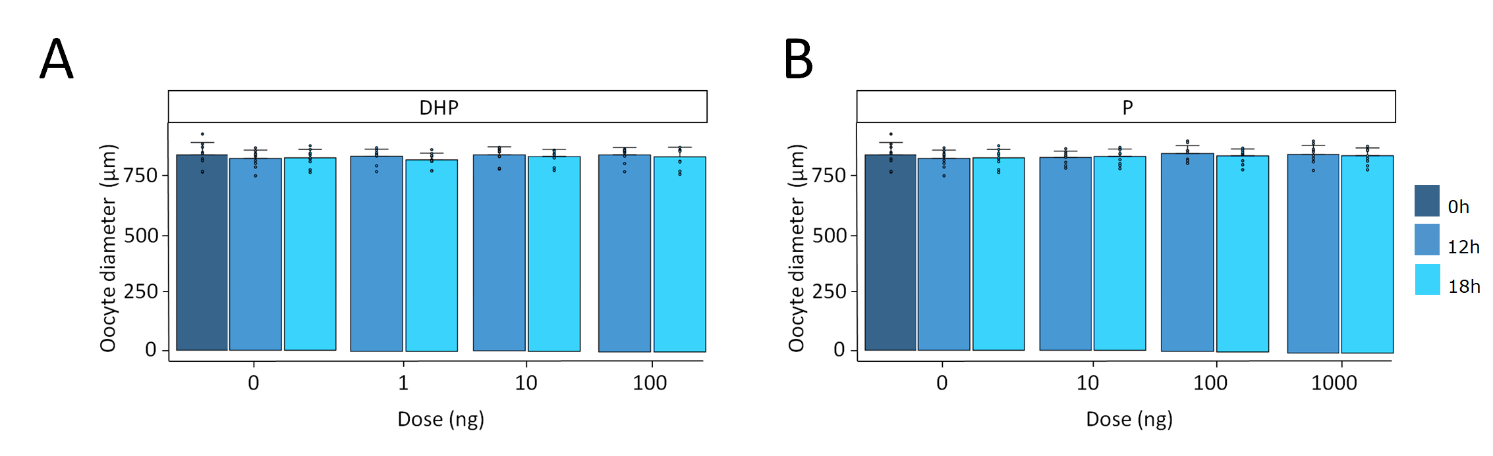

**Supplementary Figure 1.** Oocyte diameter when treated with various dosages of (**A**) DHP (0, 1, 10, 100 ng mL^-1^) and (**B**) P (0, 10, 100, 1000 ng mL^-1^) at the start of incubation (dark blue), and after 12 (mild blue) and 18 (light blue) hours of incubation *in vitro*. Measurements were compared between timepoints and doses for DHP and P. Oocyte diameter did not change with time and treatment. Data are displayed as barplots with averages ± standard deviation and individual datapoints as circles. Data are based on oocytes originating from N=10 eels.

**
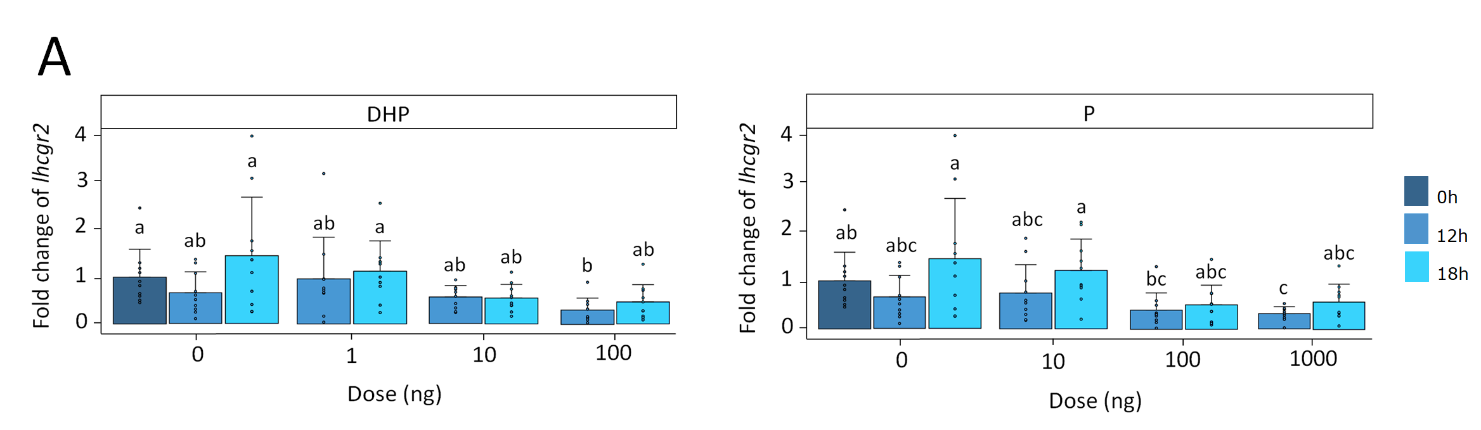
Supplementary Figure 2.** Expression of the luteinizing hormone receptors *lhcgr2* when treated with various dosages of (**A**) DHP (0, 1, 10, 100 ng mL^-1^) and (**B**) P (0, 10, 100, 1000 ng mL^-1^) at the start of incubation (dark blue), and after 12 (mild blue) and 18 (light blue) hours of incubation *in vitro*. Receptor expression was normalized to the 0 h control and expressed as fold change. Expression was compared between timepoints and doses for DHP and P. Receptor expression was normalized to the 0 h control and expressed as fold change. Expression was compared between timepoints and dosages for P and DHP. Significant differences were detected but differences were not correlated with time and treatment. Bars with no overlap in letters are significantly different (P<0.05). Data are displayed as barplots with averages ± standard deviation and individual datapoints as circles. Data are based on oocytes originating from N=10 eels.

How the deposited data were processed for this re-analysis (not part of the article)

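RNA was measured in 12 libraries, 3 each of oocytes sampled before P injection (libraries 1, 5 and 9), eggs after P (2, 6 and 10), oocytes before DHP (3, 7 and 11) and eggs after DHP (4, 8 and 12), from 3 feminized females per treatment according to the paper. The groups come from the sample labels and the names of the deposited comparisons. The paper sampled oocytes and eggs of the same females, and the labels number the replicates 1 to 3 in each group, which the count tables do not repeat. Libraries were therefore paired by their order within oocytes and eggs of a treatment (1 and 2, 5 and 6, 9 and 10, 3 and 4, 7 and 8, 11 and 12). Across the genes tested, the deviations of both libraries of a pair from the means of their groups had r from 0.265 to 0.401, against -0.288 to -0.0518 for the other combinations, so the order was taken to pair the libraries. The main fits compare the groups as independent, as the authors did, and the pairs were used as a block in a further fit.

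The count values as deposited are fragments per gene, which the authors obtained by aligning 2 x 150 paired reads of stranded poly(A) libraries with TopHat 2.0.13 to fAngAng1.pri, removing secondary alignments with SAMtools 1.2 and counting with HTSeq 0.6.1p1, for which the strand setting is not given in the sources used here. The p-values and adjusted p-values as deposited were made by the authors with DESeq, whose version is not given in the sources used here. The fold values as deposited are ratios that the authors took between the means of scaled counts of the groups of each comparison. The tables list 31061 genes, with 16 annotated as rRNA and 1141 as tRNA among them, and 25211 of all genes had a count in at least 1 library. All 29999 gene IDs were found in the reference table of names, and 16895 genes have LOC names only. Library totals ran from 6612347 to 9903122 counted fragments. 0 columns of per-sample values were left unused. Reads were not aligned again.

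Counts were compared with edgeR 4.0.16 (quasi-likelihood test, TMM scaling) in R 4.3.3, each pair of groups in a fit of its 6 libraries, after filterByExpr with a minimum count of 10 and a minimum total of 15. DEGs had a Benjamini-Hochberg adjusted p under 0.01, the paper's threshold. The difference between the treatments in the change from oocyte to egg was tested in 1 fit of all 12 libraries. Intervals for P eggs against DHP eggs came from limma 3.58.1 voom, and DESeq2 1.42.0 was run as a further test. Tables were read with Python 3.11.15 and pandas 2.3.3, and random draws used the seed 20230701. Normalized counts are given as mean and SD, and log2 fold changes with their SE. Where a group held at most 3 counts over its libraries, a ratio with a counting interval is given, or the lower bound of the fold change if it held 0.

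The 38 gene lists were set from names and products, with 3 to 240 genes, and tested with camera (preset correlation 0.01, and an estimated one) and fry. Genes named are those of the paper, the 10 largest changes per direction among DEGs with a mean of at least 50 normalized counts and groups that do not overlap, or the 5 with the smallest p where none was called, and per list up to 4 with the smallest p and up to 3 against the direction of the list. The values of the paper's Table 4 and of the shown part of its Tables S1 and S2 had been seen, and Tables S3 to S6 were not used here.

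The lists, the tests and the alternatives were set before the data were examined, apart from those named in the closing section. Alternatives were RLE scaling, total counts, scaling on maternal genes, DESeq2, limma-voom, other filters, thinning to the shallowest library, 1 fit of all libraries, an FDR under 0.05, the authors' p-values over the genes tested, pairing, and each library left out in turn. The programs were tested on simulated data. Between the groups of eggs, edgeR found 37 of 45 genes with a 16-fold and 19 of 47 with a 4-fold change. It found 41 of 47 and 7 of 48 after DHP, and 40 of 45 and 10 of 49 after P. Each simulation held changed genes of several sizes together, and the adjusted p depends on how many genes change. The shares thus do not carry over to real data with far fewer or far more changed genes.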

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

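The tests of a share of the whole oocyte sample in library 8, the correlations of paired libraries, and the correlation of the differences between the treatments with the stage axis removed or the pairs kept were chosen after the results were seen.

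In the change from oocyte to egg, 3 genes differed between P and DHP by DESeq2's test of the difference in a fit of all 12 libraries, where edgeR called 0 of 16891 (700 at an unadjusted p under 0.05) and limma-voom called 0. ppan, a ribosome biogenesis factor, had an adjusted p of 1.49e-06 from DESeq2 and of 0.173 from edgeR, and all 3 P egg libraries (26.6 ± 6.65 normalized counts, SD, n = 3) lay below all 3 DHP egg libraries (142 ± 52.8, SD, n = 3). LOC118231945, a steroid 17-alpha-hydroxylase/17,20 lyase, had an adjusted p of 2.42e-08 from DESeq2 and of 1.00 from edgeR, and LOC118208510, like the anion exchanger SLC26A6, one of 0.000318 from DESeq2 and of 1.00 from edgeR. Both had 0 counts in all 3 P egg libraries and in DHP egg libraries 4 and 12, and 82 and 89 counts in library 8. These 3 genes were chosen after their values were seen.

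The oocytes sampled before DHP and before P injection, which the paper does not compare, were set apart in 10 genes by DESeq2 and in 1, LOC118235665, by the authors' own adjusted p (0.000216), but in 0 by edgeR. The log2 fold change of oocytes before DHP against oocytes before P was -4.12 ± 0.97 (SE) for glutathione S-transferase Mu 3-like (LOC118207797), -3.33 ± 0.53 for LOC118235665, an alpha-2-macroglobulin-like gene, -6.28 ± 1.28 for LOC118221515 and -8.23 ± 1.68 for LOC118221516. DESeq2 called these 4 genes and 6 others, while edgeR called 0 of 16153 (494 at an unadjusted p under 0.05), limma-voom called 0, and each of the 4 had an adjusted p of 0.999 from edgeR. All 3 libraries of oocytes before DHP lay below all 3 of oocytes before P for LOC118207797, LOC118235665 and LOC118221515, and the groups overlapped for LOC118221516. For LOC118221515 and LOC118221516, libraries 1 and 9 held 1265 to 3348 counts and library 5 held 37 and 14. edgeR called 2 genes without library 5, which were LOC118221515 and LOC118221516.

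Differences between P eggs and DHP eggs, of which edgeR called 0 (602 at an unadjusted p under 0.05), limma-voom 0 and DESeq2 9, went partly along with differences between the oocytes before injection. Across 12875 genes, which are not independent replicates, P minus DHP in eggs and P minus DHP in oocytes had r = 0.319, which is consistent with differences between females that were there before injection, and 9 of 200 assignments of libraries to treatments within each stage, the real one included, were as large (highest other 0.490). All 9 keep the libraries of each female together, and the 9 other assignments that do so gave 0.224 to 0.490, so that the treatments are not set apart from other groupings of the females. With the stage axis removed, r was 0.480 and the highest other 0.475. Reads moved between copies of glutathione S-transferase Mu stay open, since the summed counts of both copies were 1.79 times as high in P eggs (823 ± 217, SD, n = 3) as in DHP eggs (460.1 ± 187, SD, n = 3), but the lowest P library (605) lay below the highest DHP library (653).

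More DEGs were called from oocyte to egg after P (6227) than after DHP (2057). Depth is argued against, since the ratio of both numbers was 2.91 after thinning all libraries to 1 total. Genes that change after P alone are argued against, as a set, by the same sign after DHP of 99.8% of the 4067 genes called after P only and tested in both. The sign does not show that the changes were of the same size, and 188 genes were not tested after DHP. For egg library 8, the rule set beforehand took a number at or under 2057 without it to argue against it, and the number was 1708. A condition was added to that rule, since any library left out costs DEGs. Leaving out library 8 cost the fewest (1708 after DHP, against 1500, 777, 192, 365 and 122 without library 3, 4, 7, 11 or 12), so it stays open. The spread between libraries was larger in the fit after DHP. Its common coefficient of variation was 0.502, against 0.424 after P, and its median SE 0.550, against 0.465. This spread may lower the number after DHP. How much of the difference it makes stays open, as 1 fit of all 12 libraries gave 3588 after DHP and 5858 after P, and the libraries paired 2732 and 7464.

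Egg library 8 lay closer to the oocytes than the other egg libraries did, with a mean correlation to oocyte libraries of 0.778, against 0.684 to 0.700 for the other egg libraries. Eggs that had matured less far are argued against for the transcripts that rise only, by a median of -0.17 over the 2744 genes higher in eggs after P. For the transcripts that fall they stay open, since library 8 stood 0.67 above the other DHP eggs over 3483 genes. A share of the whole oocyte sample of 16.8%, which the ribosomal protein transcripts would need, is argued against by 56.7% of 30 abundant oocyte genes with no count in P eggs, which stood under 0.1 of the level it would give, but a smaller share stays open, since 27 of the 30 had counts in library 8, against 1 in library 4 and 3 in library 12, at a median of 1.08% of the oocyte level. RNA of follicle and other ovarian cells stays open: relative to the higher of the other DHP egg libraries, library 8 was 3.04 higher for follicle cell genes, 0.67 for steroidogenesis and 0.66 for stroma markers and stood at -1.06 for extracellular matrix (median log2). The medians of these lists in library 8 lay 4.45 apart, and by the rule set beforehand such values argue against it. But follicle cell genes stood at -5.14 relative to oocytes in library 8. Steroidogenesis (-1.37 in library 12), stroma markers (-3.42 in library 4) and extracellular matrix (-0.17 in library 12) stood above that in the other DHP eggs, which would hide a small share. Slower loss of the transcripts that fall (0.67 above the other DHP eggs over 3483 genes) and a difference of the female, whose oocyte library 7 deviated along with library 8 (r = 0.401, the other pairs 0.265 to 0.371), may add to it and were not tested on their own.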

How the results depend on the processing

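The counts of gene list members and the lower bounds and counting ratios of genes with 1 library left out, the check of the pairing, and the gene lists, the genes shared and the difference between the treatments with the libraries paired were chosen after the results were seen. The number of DEGs after P injection stayed between 4506 and 7566 under the alternatives at an FDR under 0.01, within 1.5 times 6227, and that after DHP injection between 122 and 4466. With the libraries paired in their order, as a replicate block, the number was 2732 after DHP, 7464 after P, 2677 after both, 55 after DHP only, 4787 after P only and 0 for the difference between the treatments. The other 5 ways to pair them gave 1591, 1037, 1162, 1303 and 1372 after DHP and 5248, 5473, 4822, 4506 and 5158 after P. Pairing in their order moved the number of DEGs, after DHP unless P is named, by over 1.5 times for V-ATPase (5), cytosolic ribosomal proteins (101), heat shock and stress (18), interferon response (6), leukocyte markers after P (7), mitochondrial ribosomal proteins (10), oxidative phosphorylation (39) and proteasome (16) and changed no other call given here than those stated beside the genes and gene lists. Of the log2 fold changes of single genes under the alternatives, 5566 kept their direction and their side of the threshold, 463 kept their direction and no longer passed, 250 kept it and now passed, and 0 reversed. Fragments counted in genes, at most 9903122 per library, limit the low-count receptors, and the spread between 3 females limits the rest. Values that moved by over 1.5 times are given in what follows by setting, for DEGs after DHP unless another comparison is named, and the cause was not tested.

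With DESeq2, the number was 9 for P eggs against DHP eggs, 4466 for all genes after DHP, 10 for oocytes before DHP against oocytes before P, 3 for the difference between treatments, 4204 for genes called after both, 262 for genes called after DHP only, 6 for V-ATPase, 29 for apoptosis, 31 for cell adhesion, 103 for cytosolic ribosomal proteins, 2 for endothelial markers, 27 for extracellular matrix, 1 for glutathione S-transferases between eggs, 26 for heat shock and stress, 14 for histones, 15 for inflammation, 13 for interferon response, 3 for leukocyte markers, 21 for lipid metabolism, 28 for mRNA decay and polyadenylation, 13 for matrix proteases and inhibitors, 22 for mitochondrial ribosomal proteins, 12 for oocyte and germ cell genes, 46 for oxidative phosphorylation, 22 for proteasome, 3 for red blood cell markers, 16 for stroma and smooth muscle markers, 36 for translation factors, 13 for tubulins, 51 for ubiquitination, 76 for vesicle and protein transport and 14 for zona pellucida. With scaling by total counts only, the number was 134 for genes called after DHP only, 6 for V-ATPase, 4 for aquaporins, 92 for cytosolic ribosomal proteins, 3 for endothelial markers, 23 for heat shock and stress, 9 for interferon response, 1 for leukocyte markers after P, 12 for mitochondrial ribosomal proteins, 34 for oxidative phosphorylation, 19 for proteasome, 2 for red blood cell markers and 49 for vesicle and protein transport. With limma-voom, the number was 5 for V-ATPase, 92 for cytosolic ribosomal proteins, 2 for endothelial markers, 15 for heat shock and stress, 4 for interferon response, 0 for leukocyte markers, 4 for mitochondrial ribosomal proteins, 30 for oxidative phosphorylation, 16 for proteasome and 44 for vesicle and protein transport. With scaling on maternal genes, the number was 0 for V-ATPase and 5 for zona pellucida. With no filter on low counts, the number was 63 for P eggs against DHP eggs. With at least 10 counts in every library, the number was 223 for genes called after DHP only. With all 12 libraries in 1 fit, the number was 3588 for all genes after DHP, 3431 for genes called after both, 157 for genes called after DHP only and 2427 for genes called after P only. With the authors' p-values over the genes tested, the number was 1 for P eggs against DHP eggs and 2 for oocytes before DHP against oocytes before P. At an FDR under 0.05, the number was 5145 for all genes after DHP, 4831 for genes called after both and 314 for genes called after DHP only.

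With 1 library left out, which lowers the number of libraries in the fit, the lowest and highest numbers were 0 and 2 for P eggs against DHP eggs, 122 and 1708 for all genes after DHP, 0 and 2 for oocytes before DHP against oocytes before P, 120 and 1902 for genes called after both, 1 and 188 for genes called after DHP only, 2705 and 6107 for genes called after P only, 1460 and 2631 for genes within a 2-fold change between eggs, 1 and 12 for DNA replication licensing, 17 and 21 for DNA replication licensing after P, 0 and 4 for V-ATPase, 7 and 10 for V-ATPase after P, 1 and 14 for actin and myosin, 1 and 14 for apoptosis, 0 and 3 for aquaporins, 1 and 14 for cell adhesion, 6 and 14 for cyclins and MPF, 1 and 95 for cytosolic ribosomal proteins, 0 and 2 for endothelial markers, 2 and 6 for endothelial markers after P, 2 and 14 for extracellular matrix, 0 and 11 for follicle cell identity, 0 and 2 for glutathione S-transferases, 0 and 10 for heat shock and stress, 1 and 10 for histones, 1 and 5 for inflammation, 0 and 2 for interferon response, 9 and 14 for interferon response after P, 0 and 1 for leukocyte markers, 0 and 4 for leukocyte markers after P, 1 and 9 for lipid metabolism, 4 and 14 for mRNA decay and polyadenylation, 1 and 6 for matrix proteases and inhibitors, 0 and 7 for mitochondrial ribosomal proteins, 3 and 7 for oocyte and germ cell genes, 10 and 14 for oocyte and germ cell genes after P, 0 and 41 for oxidative phosphorylation, 2 and 42 for pre-mRNA splicing, 0 and 2 for prostaglandin pathway, 4 and 6 for prostaglandin pathway after P, 0 and 15 for proteasome, 0 and 1 for red blood cell markers, 3 and 6 for pump and potassium channels, 9 and 13 for pump and potassium channels after P, 3 and 21 for spindle and chromosome segregation, 1 and 6 for steroid and gonadotropin receptors, 1 and 7 for steroidogenesis, 0 and 8 for stroma and smooth muscle markers, 1 and 8 for tight and gap junctions, 0 and 21 for translation factors, 1 and 9 for tubulins, 1 and 16 for ubiquitination, 3 and 23 for vesicle and protein transport and 0 and 10 for zona pellucida.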

Differences from the paper's values

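Counts by edgeR were taken to differ from the paper's, at its stated threshold of 0.01, where 1 was 0 or over 1.5 times the other, and by this rule 1 of 8 differed. Within it lay 2057 DEGs after DHP (the paper's 1,710), 6227 after P (the paper's 5,074), 1972 after both, 85 after DHP only (the paper's 111) and 4255 after P only. Of 72 fold changes of Table 4, 0 differed in sign or by more than 1 SE of the log2 value, or, for a lower bound, by more than 1.5 times above the paper's. This includes LOC118213637, matched to ADAMTS5 by the fold change after DHP only: the paper's -3232 after P is not a fold that its 0 counts in P eggs can give, and the bound here is 265. The entries of Table 4 had been matched to genes by the authors' folds from these same counts. That the folds lie close was thus largely fixed in advance and is not independent evidence, and a bound below the paper's value could not differ by this rule. The paper's number of genes that differ between P eggs and DHP eggs is 1, and here edgeR called 0. Of the alternatives set before the data were examined, the authors' p-values over the genes tested gave 1 (glutathione S-transferase Mu 3-like, LOC118207797), DESeq2 gave 9 and the fit with no filter on low counts gave 63, both with LOC118207797 among them, and the fit without library 6 gave 2 (LOC118221515 and LOC118221516). The value was 0 with the other alternatives run, among them limma-voom, RLE scaling and an FDR under 0.05.

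The paper states that the follicle-stimulating hormone receptor was lower in eggs. After P injection it was, at least 15.2-fold here, while after DHP injection fshr was too low to be tested, at 27.3 ± 18.1 normalized counts (SD, n = 3) in oocytes and 2.39 ± 4.14 (SD, n = 3) in eggs. The authors' own adjusted p for it after DHP was 0.0632. The paper states that the androgen receptor-like gene was lower after DHP, and here LOC118223864 had an adjusted p of 0.0106 from edgeR and passed with DESeq2, limma-voom, no filter on low counts, thinned counts, scaling by total counts or on maternal genes, 1 fit of all 12 libraries, library 8 left out, the libraries paired, the authors' p-values and an FDR under 0.05. Of the genes of Table 4, LOC118224299, LOC118231945, LOC118206722 and tuba5 did not pass after DHP either (adjusted p from 0.0101 to 0.0244 from edgeR), each with the paper's direction. All 4 passed with limma-voom, no filter on low counts, 1 fit of all 12 libraries, the authors' p-values and an FDR under 0.05, all but LOC118231945 passed with DESeq2, and all but LOC118224299 with the libraries paired.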

Other observations

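The numbers of gene list members with 1 library left out were chosen after the results were seen. DEGs among chaperones and the transport machinery of the cell went in both directions. Of the heat shock and stress genes, 2 of 88 measured were higher and 7 lower after DHP (1 and 4 adjusted over the list alone), and 7 of 86 higher and 30 lower after P (7 and 31 so adjusted). hspa4a, a chaperone of the Hsp110 family, fell after P (-4.08 ± 0.41, log2 fold change ± SE), dnajb6a, a co-chaperone, fell after both (-3.33 ± 0.55 and -6.12 ± 0.61), and dnajc18, another co-chaperone, rose after DHP (2.25 ± 0.48). Of the genes of vesicle and protein transport, 15 of 235 measured were higher and 14 lower after DHP (15 and 14 adjusted over the list alone), and 49 of 240 higher and 49 lower after P (49 and 49 so adjusted), among them hook3, a dynein adaptor that rose after DHP (2.62 ± 0.36). The DEGs after DHP numbered 2, 0, 1 and 0 for heat shock and stress and 10, 3, 5 and 3 for vesicle transport when library 4, 7, 11 or 12 was left out. Heat shock and stress numbered 1 higher and 22 lower after DHP and 2 higher and 41 lower after P and vesicle transport 5 higher and 44 lower after DHP and 18 higher and 82 lower after P with scaling by total counts only. Heat shock and stress numbered 3 higher and 4 lower after DHP and 11 higher and 25 lower after P and vesicle transport 19 higher and 7 lower after DHP and 61 higher and 34 lower after P with scaling on maternal genes. Heat shock and stress numbered 2 higher and 4 lower after DHP with RLE scaling. Heat shock and stress numbered 3 higher and 15 lower after DHP (3 and 16 adjusted over the list alone) with the libraries paired.

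Of the inflammation genes, 1 of 54 measured was higher and 6 lower after DHP (1 and 6 adjusted over the list alone), and 6 of 60 higher and 18 lower after P (6 and 18 so adjusted), such as LOC118220716, like complement C3 (-5.23 ± 0.81 after DHP), while il17rd, a regulator of FGF signalling, rose (2.00 ± 0.33 and 2.49 ± 0.25). Of the interferon response genes, 1 of 58 measured was higher and 1 lower after DHP (0 and 1 adjusted over the list alone), and 3 of 59 higher and 11 lower after P (2 and 9 so adjusted), and adar, which edits double-stranded RNA, rose (1.92 ± 0.37 and 1.79 ± 0.31). Of the leukocyte markers, 0 of 29 measured were higher and 1 lower after DHP (0 and 1 adjusted over the list alone), and 3 of 27 higher and 1 lower after P (0 and 0 so adjusted), with cd4-2.2 at -5.64 ± 0.96 after DHP. Of the red blood cell markers, 0 of 6 measured were higher and 1 lower after DHP (0 and 1 adjusted over the list alone), and 0 of 5 higher and 3 lower after P (0 and 3 so adjusted), and LOC118208201, like the ammonium transporter RhAG of red blood cells, changed by -6.88 ± 1.14 after DHP. Of the prostaglandin genes, 1 of 18 measured was higher and 1 lower after DHP (1 and 1 adjusted over the list alone), and 2 of 17 higher and 5 lower after P (2 and 5 so adjusted). pla2g4aa, the phospholipase that releases arachidonic acid, fell (-5.69 ± 0.88 and -6.66 ± 1.03). Leaving out library 4, 7, 11 or 12 gave after DHP 2, 1, 2 and 1 for inflammation, 0, 0, 1 and 0 for interferon response, 0, 0, 1 and 0 for leukocyte markers, 0, 0, 1 and 0 for red blood cell markers and 1, 1, 1 and 0 for prostaglandin genes. They numbered 4 for inflammation without library 3, 1 for prostaglandin genes without library 8. After P they numbered 1 for leukocyte markers and 4 for prostaglandin genes without library 1, 2 for leukocyte markers and 4 for prostaglandin genes without library 2, 9 for interferon response, 0 for leukocyte markers and 4 for prostaglandin genes without library 6, 2 for leukocyte markers without library 9. Interferon response numbered 0 higher and 9 lower after DHP and 0 higher and 15 lower after P, leukocyte markers 0 higher and 1 lower after P and prostaglandin genes 1 higher and 6 lower after P with scaling by total counts only. Interferon response numbered 7 higher and 7 lower after P with scaling on maternal genes. Interferon response numbered 1 higher and 5 lower after DHP (0 and 2 adjusted over the list alone), interferon response 6 higher and 12 lower after P (5 and 12 adjusted over the list alone), leukocyte markers 5 higher and 2 lower after P (5 and 2 adjusted over the list alone) and prostaglandin genes 0 higher and 2 lower after DHP (0 and 1 adjusted over the list alone) with the libraries paired.

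For single fits of 3 against 3 libraries there are 10 splits, too few for a share under 0.05. The real split gave 0 DEGs between the eggs and the highest other 1, with 10 of 10 splits as large. It gave 2057 DEGs after DHP and the highest other 0 (1 of 10 as large), 6227 after P and the highest other 0 (1 of 10), the 3 others that part the libraries of each female included, and 0 between the groups of oocytes and the highest other 0 (10 of 10). For the difference between the treatments in the change from oocyte to egg, 100 of 100 assignments of libraries gave as many DEGs as the real one, with 1 as the highest other. The real number there is 0, as it is between the eggs and between the groups of oocytes, so that every assignment counts as large, and nothing follows from this about chance.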
